# JAK-STAT1 as therapeutic target for EGFR deficiency-associated inflammation and scarring alopecia

**DOI:** 10.1038/s44321-024-00166-3

**Published:** 2024-11-09

**Authors:** Karoline Strobl, Jörg Klufa, Regina Jin, Lena Artner-Gent, Dana Krauß, Philipp Novoszel, Johanna Strobl, Georg Stary, Igor Vujic, Johannes Griss, Martin Holcmann, Matthias Farlik, Bernhard Homey, Maria Sibilia, Thomas Bauer

**Keywords:** Cicatricial Alopecia, EGFR, Hair Follicle, Immune Privilege, JAK Inhibitors, Immunology, Skin, Stem Cells & Regenerative Medicine

## Abstract

The hair follicle stem cell niche is an immune-privileged microenvironment, characterized by reduced antigen presentation, thus shielding against permanent immune-mediated tissue damage. In this study, we demonstrated the protective role of hair follicle-specific epidermal growth factor receptor (EGFR) against scarring hair follicle destruction. Mechanistically, disruption of EGFR signaling generated a cell-intrinsic hypersensitivity within the JAK-STAT1 pathway, which, synergistically with interferon gamma expressing CD8 T-cell and NK-cell-mediated inflammation, compromised the stem cell niche. Hair follicle-specific genetic depletion of either JAK1/2 or STAT1 or therapeutic inhibition of JAK1/2 ameliorated the inflammation, restored skin barrier function and activated the residual stem cells to resume hair growth in mouse models of epidermal and hair follicle-specific EGFR deletion. Skin biopsies from EGFR inhibitor-treated and cicatricial alopecia patients revealed an active JAK-STAT1 signaling signature along with upregulation of antigen presentation and downregulation of key components of the EGFR pathway. Our findings offer molecular insights and highlight a mechanism-based therapeutic strategy for addressing chronic folliculitis associated with EGFR-inhibitor anti-cancer therapy and cicatricial alopecia.

## Synopsis

Defective EGFR signaling induces hypersensitive JAK-STAT1 pathway in the hair follicle. This results in the collapse of the stem cell niche during microbial skin inflammation and the scarring of the hair follicle. JAK inhibition therefore offers a therapeutic option to counteract scarring alopecia.

- Chronic microbial folliculitis associated with EGFR deficiency initiates hallmarks of scarring alopecia.
- Cell intrinsic JAK1/2-STAT1 signaling drives hair follicle destruction.
- CD8 T-cells and NK-cells expressing IFNγ trigger the JAK-STAT1 cascade.
- Therapeutic JAK1/2 inhibition alleviates skin inflammation, restores barrier integrity and leads to hair regrowth.

## Abstract (web summary)

Defective EGFR signaling induces hypersensitive JAK-STAT1 pathway in the hair follicle. This results in the collapse of the stem cell niche during microbial skin inflammation and the scarring of the hair follicle. JAK inhibition therefore offers a therapeutic option to counteract scarring alopecia.

The paper explained **Problem**

Prolonged inflammation during pathogen removal can lead to host tissue destruction. Evolutionary important body structures such as the hair follicles are protected from inflammatory damage by the immune privilege. However, during cicatricial or scarring alopecia the permanent destruction of the hair follicles is inevitable. This stigmatizing medical condition lacks effective mechanism-based therapeutic treatment options.

**Results**

We identified that prolonged dysfunctional EGFR signaling in the hair follicle leads to scarring hair follicle destruction. Transcriptional profiling of the hair follicle stem cells during alopecia onset revealed a hyper-activated JAK-STAT1 signaling cascade and the upregulation of the antigen presentation machinery. This harmful condition is sustained by interferon-gamma-expressing natural killer cells and cytotoxic T cells. Our study found that blocking the JAK pathway using inhibitors can prevent and reverse this destructive process.

**Impact**

Our research provides mechanistic insights behind scarring hair follicle destruction, particularly relevant for patients undergoing EGFR-inhibitor anti-cancer therapy and patients with cicatricial alopecia. It also presents JAK inhibitors as a potential therapeutic strategy to prevent or treat these permanent forms of alopecia.

## Introduction

Hair serves an evolutionarily essential purpose in mammals by acting as a sensor, thermo-regulator and physical shield against external threats (Schneider et al, 2009). Hair follicles, however, also represent a vulnerable portal within the epidermal barrier. Mechanical or immunological dysfunction of this unit can be exploited by microbes leading to hair follicle inflammation and the consecutive destruction of this essential body structure (Polak-Witka et al, 2020).

To counter tissue destruction during inflammatory insults, hair follicles have evolved a relative immune privilege (IP) (Billingham and Silvers, 1971; Paus et al, 2003). It is characterized by low expression of major histocompatibility complex class I (MHC I) for self-tolerance, upregulation of “no danger” signals such as CD200, generation of an immunosuppressive microenvironment via TGF-β secretion, and recruitment of regulatory T cells, Trem2^+^ macrophages, and invariant natural killer (NK) T cells (Agudo et al, 2018; Ali et al, 2017; Cohen et al, 2024; Liu et al, 2022; Wang et al, 2019; Wang et al, 2023).

Autoimmunity mediated by cytotoxic T cells can lead to the destruction of the hair follicle bulb region, which consists of transiently amplifying cells during hair growth, resulting in reversible hair loss known as alopecia areata (AA) in humans (Gilhar et al, 1998). Several anti-inflammatory drugs, including corticosteroids, calcineurin inhibitors, and janus kinase (JAK) inhibitors, have shown varying therapeutic effects in AA by targeting these autoreactive T-cells (Paus et al, 2018; Xing et al, 2014).

In contrast to AA, scarring (cicatricial) alopecia is characterized by the loss of the bulge region, which represents the hair follicle stem cell (HFSC) niche, leading to permanent and irreversible hair loss. Recent evidence implicates the collapse of the IP in HFSCs as a contributing factor in scarring alopecia types such as neutrophilic folliculitis decalvans and lymphocytic lichen planopilaris (Gilhar et al, 1998; Harries et al, 2018). Hallmarks of these conditions include initial stem cell hyper-proliferation, upregulation of MHC-I and MHC-II, reduced CD200 expression, infiltration of various immune cells, subsequent apoptosis of HFSCs, hair shaft loss and finally the scarring of the hair follicle (Harries et al, 2020; Harries et al, 2013). So far, the therapeutic options for scarring alopecia are limited by the lack of mechanistic understanding.

In humans with a loss-of-function mutation in the epidermal growth factor receptor (EGFR) or ADAM17, an EGFR ligand sheddase, as well as patients undergoing long-term EGFR-inhibitor treatment during targeted cancer therapy, experience chronic hair and skin inflammation, which can be accompanied by scarring hair loss (Earl et al, 2020; Franzke et al, 2012; Nowaczyk et al, 2023; Satoh et al, 2020; Yang et al, 2011). The lack of effective treatments targeting the underlying causes of these severe cutaneous adverse events often leads to dose reduction or cessation of cancer therapy, compromising its efficacy (Holcmann and Sibilia, 2015; Lacouture, 2006).

Recently, we have demonstrated the importance of EGFR-ERK signaling in maintaining barrier integrity and preventing bacterial invasion and dysbiosis during hair shaft eruption, revealing the initial structural and inflammatory trigger (Amberg et al, 2019; Klufa et al, 2019; Lichtenberger et al, 2013; Mascia et al, 2013). We previously established that the barrier defect can be rescued by re-establishing active ERK signaling independent of EGFR through transgenic over-expression of SOS under the K5 promoter (EGFR^Δep^ K5-SOS). In addition, the microbial arm of the skin inflammation can be reduced by broad-spectrum antibiotic therapy (EGFR^Δep^ Abx). However, the molecular and immunological mechanisms driving and sustaining the chronic phase of the skin inflammation and its successive hair loss remain enigmatic.

Here we show that EGFR protects against microbiota-driven inflammatory destruction of the HFSC niche and subsequent scarring hair loss. Mechanistically, tissue destruction is initiated by the lack of EGFR-ERK signaling and driven by unleashed JAK-STAT1 activation in a cell-autonomous manner. CD8^+^ T cells and NK cells expressing IFN-γ trigger the disruption of the HFSC niche. Prophylactic and therapeutic JAK1/2 inhibition disrupted the collapse of HFSC niche, restored hair growth, improved epidermal barrier function, and alleviated skin inflammation in epidermal and hair follicle-specific EGFR deleted mouse models. Active STAT1 signaling could be readily detected in patient samples during EGFR-inhibitor treatment and in different types of cicatricial alopecia.

These data represent mechanistic evidence of the hair follicle intrinsic JAK-STAT1 cascade being responsible for exhausting the stem cell niche during inflammation and implicates EGFR in securing its regulatory machinery. Our findings offer therapeutic strategies for effectively managing severe adverse events induced by EGFR inhibitors and scarring hair follicle destruction.

## Results

### Hair follicle-specific EGFR protects from microbiota-driven inflammatory depletion of the hair follicle stem cell niche

As previously published by our group, constitutive deletion of epidermal EGFR using K5-cre (EGFR^Δep^) results in epidermal barrier disruption and skin inflammation (Klufa et al, 2019). Interestingly, the reduction of the inflammation by transgenic K5-SOS expression and antibiotic therapy (Abx) prevented visible hair loss between 2 and 5 months of age in EGFR^Δep^ mice (Fig. 1A). Additional FACS analysis revealed the loss of the CD34 positive hair follicle stem cell (HFSC) niche preceding macroscopic hair loss (Figs. 1A,B and EV1A for overall FACS gating strategy). The rescue of HFSCs during antibiosis is paralleled by a reduction of αβT cells (Fig EV1B). Most EGFR^Δep^ mice die within the first couple of weeks after birth due to the inflammation, which hinders the effective study of the late chronic inflammatory stage including hair loss (Klufa et al, 2019). Considering this, we generated a hair follicle-specific EGFR deletion mouse model using the Egr2-cre line (EGFR^ΔEgr2^, Fig. 1C–I) (Young et al, 2003). Efficient deletion of EGFR in the hair follicles and retained interfollicular epidermal EGFR expression was confirmed using immunofluorescence (IF) staining of EGFR in 3-month-old EGFR^ΔEgr2^ skin sections (Figs. 1C and EV1D). Most importantly, these mice develop early hair follicle-specific inflammation, as described by Langerhans cell (LC) specific MHC-II upregulation around the hair follicles at 2 weeks of age (p14) and later-occurring, microbiota-dependent hair loss, which is reversible upon Abx therapy, comparable to EGFR^Δep^ mice (Fig. 1D,E) (Bauer et al, 2012). The restriction of the inflammation to the hair follicles, however, leads to a dramatically improved survival of these mice over the pan-epidermal deletion model, which enabled us to study the events leading to the late-stage chronic skin inflammation and the subsequent hair loss in detail (Fig. EV1C). Chronological analysis revealed that the HFSC niche is established during morphogenesis and persists up to the first month after birth (Fig. 1F,H). However, starting at 2 months after the first anagen hair cycle phase, the HFSCs gradually disappeared over time with no detectable CD34 positive HFSCs remaining after 5 months concomitant with an epidermal influx of immune cells and visible hair loss (Fig. 1E,F). Moreover, we also observed a time-delayed size reduction of the entire hair follicle (Figs. 1G and EV1E–G, results from Figs. 1E–G and EV1G are summarized as illustration in Fig. 1H). Skin sections and epidermal whole mounts of older mice (5–7 M) indicated the complete degradation of the hair follicle structure together with the stem cell markers CD34, Sox9, and Krt15 (Figs. 1I and EV1F). These data demonstrate that hair follicle-specific EGFR protects from microbiota-driven inflammatory hair follicle stem cell attrition and alopecia.

**Figure 1:**
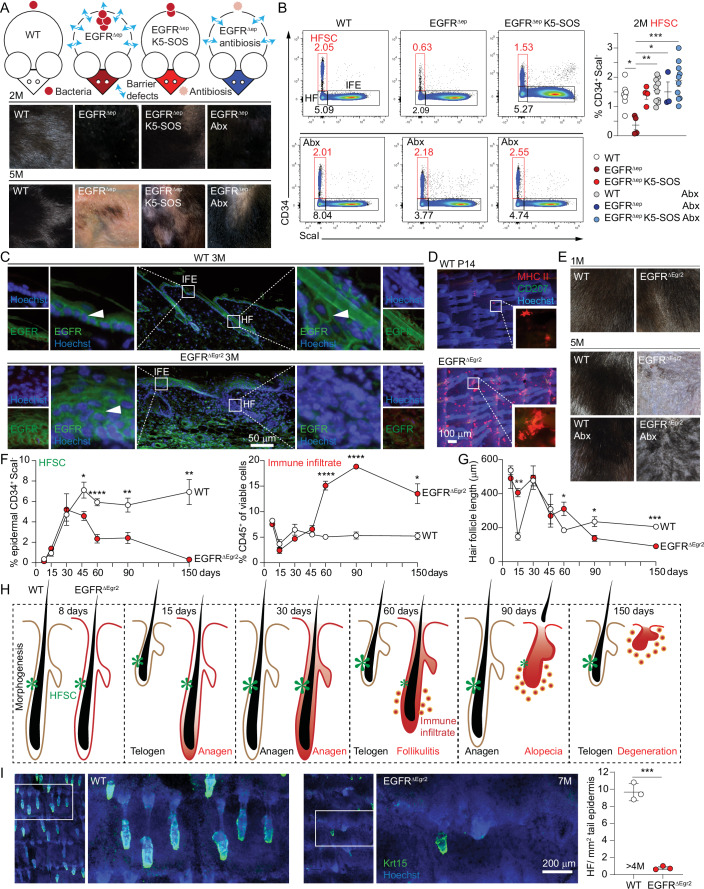
Hair follicle-specific EGFR protects from microbiota-driven inflammatory hair follicle stem cell loss. (**A**) Graphical summary of mouse models used and representative pictures of their back-skin at 2 months (2 M) and 5 M of age. Wildtype (WT) mice have an intact barrier and normal microbiota. EGFR^Δep^ mice develop a skin barrier defect and microbial dysbiosis. EGFR^Δep^ K5-SOS mice have an intact barrier but develop microbial dysbiosis (Klufa et al, 2019). Antibiotics (Abx, Cefazolin) treated EGFR^Δep^ mice are devoid of microbial inflammation while the initial barrier defect sustains. (**B**) Representative fluorescence-activated cell sorting (FACS) analysis of CD34^+^ Sca-I^-^ hair follicle stem cells (HFSC), hair follicles (HF) and interfollicular epidermis (IFE) of WT, EGFR^Δep^ and EGFR^Δep^ K5-SOS with or without antibiotic treatment at 2 M of age and the % of HFSCs quantified. Detailed gating strategy and inflammatory status see also Fig. EV1A,B. WT vs EGFR^Δep^*p* = 0.0201, EGFR^Δep^ vs WT Abx *p* = 0.0028, EGFR^Δep^ vs EGFR^Δep^ Abx *p* = 0.0434, EGFR^Δep^ vs EGFR^Δep^ K5-SOS Abx *p* = 0.0001. (**C**) Immunofluorescence (IF) staining of skin sections of EGFR (green) in EGFR^ΔEgr2^ mice and their respective WT controls at 3 M. The white arrowheads mark examples for EGFR-positive cells. (**D**) LCs (CD207, green) and MHC-II^high^ expression (red) in epidermal sheets from tails of WT and EGFR^ΔEgr2^ mice at P14. (**E**) Representative pictures of the hairy coat of EGFR^ΔEgr2^ at indicated time points and treatment. (**F**) Chronological change of the epidermal CD34^+^ HFSCs and CD45^+^ immune cells of EGFR^ΔEgr2^ and littermate WT controls as measured by FACS. HFSC day 45 *p* = 0.0338, HFSC day 60 *p* = 0.0001, HFSC day 90 *p* = 0.0063, HFSC day 150 *p* = 0.0012, CD45 day *p* < 0.0001, CD45 day 150 *p* = 0.0226. (**G**) Chronological analysis of the hair follicle length as measured from hematoxylin and eosin (H&E) stained skin sections of WT or EGFR^ΔEgr2^ mice. Data acquisition see also in EV1E. Day 15 *p* = 0.0014, day 60 *p* = 0.0482, day 90 *p* = 0.0185, day 150 *p* = 0.0006. (**H**) Illustration depicting timeline of hair cycle, immune infiltrate, loss of stem cells and degeneration of hair follicle. Based on data from (**F**, **G**) and Fig. EV1F,G. (**I**) Krt15 (green) expression and quantification in epidermal sheets from tails of WT and EGFR^ΔEgr2^ mice at 4–7 months. Data is presented in ±SEM, *p* = 0.0001, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 3. Source data are available online for this figure.

**Figure EV1:**

Hair follicle-specific EGFR deletion induces epidermal immune infiltrate and microbiota-driven inflammatory hair follicle destruction. (**A**) Representative pictures of the gating strategy of FACS analysis of epidermal single cell suspensions (WT and EGFR^ΔEgr2^ mice). CD34^+^ Sca-I^-^ HFSC, CD34^-^ Sca-I^-^ HF and Sca-I^+^ IFE among CD45^-^ keratinocytes. γδTCR^hi^ dendritic epidermal T cells (DETC), γδTCR^int^ γδT cells (γδTC), αβT cells (αβTC), CD11b^+^Gr-1^+^ neutrophils, NK1.1^+^ Nkp46^+^ natural killer (NK) cells, CD11b^+^Epcam^+^ Langerhans cells (LC) among CD45^+^ immune cells. (**B**) FACS analysis of αβT cells (WT vs EGFR^Δep^*p* = 0.0067, EGFR^Δep^ vs WT Abx *p* = 0.001, EGFR^Δep^ vs EGFR^Δep^ K5-SOS Abx *p* = 0.0057) and γδT cells (WT vs EGFR^Δep^ K5-SOSp <0.0001, EGFR^Δep^ vs EGFR^Δep^ K5-SOS *p* = 0.013, EGFR^Δep^ K5-SOS vs WT Abx *p* < 0.0001, EGFR^Δep^ K5-SOS vs EGFR^Δep^ Abx *p* = 0.0026, EGFR^Δep^ K5-SOS vs EGFR^Δep^ K5-SOS Abx *p* = 0.0004) among CD45^+^ immune cells at 2 M. Each dot represents an independent mouse. Mouse models as indicated in the graph. (**C**) Kaplan–Meier survival plot of EGFR^ΔEgr2^ mice or WT. (**D**) Quantification of EGFR immunohistochemistry staining by Definiens software. Percentage of EGFR expression in hair follicle (*p* = 0.0165) and epidermis of EGFR^ΔEgr2^ mice or WT at 3 M. (**E**) Representative pictures of hair follicle length measured from hematoxylin and eosin (H&E) stained skin sections marked in yellow dotted lines of WT or EGFR^ΔEgr2^. (**F**) Sox9 (red) and CD34 (green) positive stem cells of WT and EGFR^ΔEgr2^ mice at 2, 3, and 5 months. Quantified by Halo AI software in percentage of the hair follicle (CD34^+^*p* = 0.0227, Sox9^+^*p* = 0.0055). (**G**) Timeline P8-P150 showing representative pictures of H&E stainings of WT and EGFR^ΔEgr2^. Data is presented in ±SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 3.

### RNA profiling identifies hallmarks of scarring alopecia in EGFR-deficient CD34^+^ hair follicle stem cells

Up to the first month of age, EGFR^ΔEgr2^ mice have a sufficient amount of HFSCs that can be readily detected, before starting to decrease (Figs. 1F and 2A). In order to analyze their transcriptional status at this initial time point, we isolated these cells using the CD34 HFSC surface marker from WT and EGFR^ΔEgr2^ mice at 1 month and performed RNA sequencing (RNAseq). 

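HFSCs of the bulge are held in quiescence for most of the hair cycle, and CD34 on their surface sets them apart from the other keratinocytes of the follicle. From 3 EGFR ΔEgr2 mice and 3 littermate controls, all 1 month old, live epidermal cells with CD34 but without CD45 or Sca-I were collected, a gate that leaves out immune cells by CD45, and the RNA of each mouse gave 1 library. The authors quantified paired-end reads with kallisto against mm10, and the deposited values are estimated counts per gene symbol in whole numbers, not scaled between libraries. The libraries held 24501276, 24546066 and 27822678 counts in WT and 26231677, 27665589 and 26677837 counts in EGFR ΔEgr2 mice. From these counts, 14894 of 35806 genes passed a filter on low counts and were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 513 genes were higher and 327 were lower in EGFR ΔEgr2 than in WT HFSCs, and 426 of them changed over 2-fold (289 higher and 137 lower). DESeq2 called 1389 higher and 1215 lower. The 3 libraries of one genotype lay beyond all 3 of the other in 4197 of the tested genes, or 28.2%, where chance gives 10%.
By the rule set for naming genes, the largest rises among well expressed genes were in *Lcn2*, *S100a9*, *Bcl2l15*, *Krt16*, *Stra6*, *Limch1*, *Alox12e*, *Itih5*, *Ehf* and *Chil1*, of which *Lcn2*, *S100a9*, *Krt16* and *Chil1* are on a list of stressed and inflamed keratinocytes. *Lcn2*, which encodes an antimicrobial protein that binds iron carriers, had no count in WT and 652, 871 and 1402 counts in EGFR ΔEgr2 mice, at least 962-fold higher against a floor of 3 counts over the 3 WT libraries together. The other 9 had log2 fold changes from 3.25 to 5.50, of which *S100a9* had counts in 1 WT library only. The largest falls were in *Fa2h*, *Elovl3*, *Rarres1*, *Hhip*, *Sdr16c6*, *Far2*, *Ccer2*, *Elovl4*, *6330403K07Rik* and *Nrep*, with log2 fold changes from -2.93 to -7.06, and *Fa2h*, *Elovl3* and *Far2* of these are on the list of the sebaceous gland and lost their calls with sex as a covariate, which was chosen after the data were seen. Of these 20 genes, 8 held their call with any 1 library left out (*Bcl2l15*, *Ehf*, *Itih5*, *Lcn2*, *Limch1*, *Stra6*, *6330403K07Rik* and *Nrep*), and 0, 5 and 4 calls ended without WT replicates 1, 2 and 3 and 9, 8 and 12 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.193). The count of genes higher ranged from 120 without EGFR ΔEgr2 replicate 3 to 875 without WT replicate 1, and that of genes lower from 58 without EGFR ΔEgr2 replicate 3 to 447 without WT replicate 1. In simulated libraries of the same size and spread per gene, the test recovered 56 of 100 genes changed 2-fold and 90 of 100 changed 4-fold, with 9 false calls among 14131 genes. The changed genes were drawn from those with a mean of at least 5 CPM. The simulated genes varied independently, so variation shared between genes was left out.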

Efficient *Egfr* deletion was verified by RT-PCR from the sorted cells and *Egfr* is the most significantly downregulated gene in the RNAseq dataset (Fig. EV2A,B). 

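*Egfr* encodes the receptor deleted in these mice and lies on chromosome 11 of mm10 from 16752203 to 16918158. It had 8069, 6828 and 7867 counts in WT and 1106, 1265 and 1351 counts in EGFR ΔEgr2 mice, so that every library carried the expression its genotype predicts. After normalization this was 293 ± 41.2 CPM (SD, n = 3) in WT and 47.0 ± 5.03 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a 6.23-fold fall. The log2 fold change was -2.64 (standard error 0.15, adjusted p = 2.24e-04) from edgeR's quasi-likelihood test, the smallest p of all tested genes. The annotation gives *Egfr* 5 transcripts, and which of them the deposited count holds is not stated. Of the 15 tested genes of EGFR family receptors and their ligands, *Egfr* was the only one lower and none was higher, while 3 were higher and 1 was lower when adjusted over the list alone. As a set they did not pass (adjusted p = 0.627 from camera, adjusted p = 0.841 with an estimated correlation).
Of 20 feedback and early targets of EGFR-ERK signaling, 2 were higher, *Etv4* and *Etv5*, and 1 was lower, *Egr3* (3 higher and 1 lower when adjusted over the list alone). The log2 fold changes were 0.78 (standard error 0.17, adjusted p = 0.0344) for *Etv4*, 0.99 (standard error 0.20, adjusted p = 0.0255) for *Etv5* and -1.36 (standard error 0.23, adjusted p = 0.0138) for *Egr3* from the same test. This set did not pass either (adjusted p = 0.627 from camera, adjusted p = 0.841 with an estimated correlation). With 1 library left out 0 to 3 of these targets were higher and 0 to 1 lower, and with DESeq2 3 and 2. Among these 4 called genes, 1 held its call with any 1 library left out (*Egfr*), and 0, 2 and 2 calls ended without WT replicates 1, 2 and 3 and 1, 2 and 3 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.170).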

Principal component analysis revealed the dramatic transcriptional differences between WT and EGFR^ΔEgr2^ HFSCs (Fig. EV2C). 

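The genotypes lay apart on the first component, and the WT mice were spread more widely than the EGFR ΔEgr2 mice. Over the 500 most variable genes, on log2 CPM with a prior count of 2, the first component held 39.7% of the variance, the second 24.3% and the third 19.1%. On the first component the gap between the nearest WT and EGFR ΔEgr2 libraries was 27.3 units, the 3 WT libraries covered 51.5 units and the 3 EGFR ΔEgr2 libraries 12.6 units. WT replicate 1 was the WT library nearest to the EGFR ΔEgr2 libraries on this component, and it lay farthest from all others on the second, at -55.6. It was also the only WT library without expression of Y-linked genes, which 2 of the 3 EGFR ΔEgr2 libraries lacked too. Between libraries of 1 genotype, chi-square per degree of freedom ranged from 29.3 to 80.5 over genes with at least 20 counts in the pair. The 3 mice per genotype allow no exact permutation p under 0.1 for a difference on any one component.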

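The program that carries HFSCs from quiescence into division is driven by E2F factors at the entry into S phase and by *Foxm1* at the entry into mitosis. *Foxm1* lies on chromosome 6 of mm10 from 128362967 to 128376146 and rose from 5.07 ± 1.02 CPM (SD, n = 3) in WT to 20.0 ± 4.07 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 1.98 (standard error 0.27, adjusted p = 0.00526) from edgeR's quasi-likelihood test. *E2f1* rose as well, with a log2 fold change of 1.77 (standard error 0.25, adjusted p = 0.00665), and *Tfdp1*, the partner of the E2F factors, by 0.77 (standard error 0.15, adjusted p = 0.0227). *E2f2* was higher in every EGFR ΔEgr2 library than in any WT library but did not pass the test (0.92 on the log2 scale, adjusted p = 0.184). It passed with DESeq2 at an adjusted p of 0.0445. *E2f4*, at 0.30 (adjusted p = 0.370), and *Myc*, at -0.12 (adjusted p = 0.802), did not pass (standard errors 0.17 and 0.20), and DESeq2 did not call them either.
A regulon score is computed from the genes a factor is annotated to regulate, so it can rise while the factor's own transcript does not. The paper's source data give scores for 20 regulators, 10 positive and 10 negative, with paper's values of 12.8 for *E2f4*, 10.6 for *Myc*, 6.50 for *E2f2* and 4.89 for *Foxm1*. Of the 10 regulators with a positive score, 2 had a higher transcript here, *Foxm1* and *Tfdp1*, and none a lower one. Of the 10 with a negative score, 1 was lower, *Lhx2* (-0.57, adjusted p = 0.0294), and 1 was higher, *Lef1* (1.21, adjusted p = 0.00430). With DESeq2, 5 of the 10 with a positive score had a higher transcript and 0 a lower one, and of the 10 with a negative score 1 was lower and 2 higher. The regulons themselves were not recomputed. Among the 5 transcripts called, 3 held their call with any 1 library left out (*Foxm1*, *E2f1* and *Lef1*), and 0, 2 and 1 calls ended without WT replicates 1, 2 and 3 and 2, 2 and 2 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.128).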

Regulon analysis using DoRothEA revealed differential expression of transcription factors involved in cell cycle regulation (e.g., Foxm1, E2f2, E2f4 and Myc, Fig. 2B). In addition, among the top 50 deregulated genes (DEG) in EGFR^ΔEgr2^ HFSCs was the downregulated *Bmp6*, implicated in HF quiescence and the upregulated proliferation-induced gene *Mki67* (Fig. EV2D). These data prompted us to specifically look at proliferation, HFSC activation and quiescence genes, which revealed the hyper-proliferative status of the EGFR^ΔEgr2^ HFSCs compared to the anagen WT situation (Fig. 2C). 

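*Bmp6* signals to keep bulge cells in quiescence, and *Mki67* is transcribed in cycling cells. *Bmp6* lies on chromosome 13 of mm10 from 38345107 to 38500302 and had 43.1 ± 7.46 CPM (SD, n = 3) in WT and 8.37 ± 2.09 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of -2.36 (standard error 0.23, adjusted p = 0.00269) from edgeR's quasi-likelihood test. It had rank 16 by p. *Mki67*, on chromosome 7 of mm10 from 135689784 to 135716361, had 19.1 ± 9.78 CPM (SD, n = 3) in WT and 131 ± 21.2 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs. Its log2 fold change was 2.78 (standard error 0.34, adjusted p = 0.00427), and its rank was 80. All 50 genes labelled in Fig. EV2D were called here in the direction the paper shows, 35 higher and 15 lower, and 29 of them were among the 50 smallest p. The paper picked these 50 by adjusted p from the same libraries, so their calls are not independent evidence. After *Egfr*, the smallest p belonged to *Extl1*, a heparan sulfate enzyme (log2 fold change 2.29, standard error 0.13, adjusted p = 2.24e-04), *Csf1*, a growth factor of macrophages (3.15, standard error 0.21, adjusted p = 4.48e-04), and *Tnfrsf21*, a death receptor (2.68, standard error 0.18, adjusted p = 4.48e-04). *Uhrf1*, which maintains DNA methylation in S phase, rose by 2.14 (standard error 0.23, adjusted p = 0.00289). *Bmp6* overlaps *Txndc5* in the annotation, so part of its count may be uncertain. The calls of *Bmp6*, *Mki67*, *Extl1*, *Csf1*, *Tnfrsf21* and *Uhrf1* held with any 1 library left out.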

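Most listed genes of mitosis were higher in EGFR ΔEgr2 HFSCs, and genes of Wnt and Hedgehog activation moved both ways. Of 40 genes of mitosis and the G2/M phase, listed before the data were examined, 27 were higher and none was lower in edgeR's quasi-likelihood test (39 higher when adjusted over the list alone). Their median log2 fold change was 2.19, and the list rose against the other genes (adjusted p = 3.83e-25 from camera with a preset correlation of 0.01, adjusted p = 0.230 with an estimated correlation). *Ect2*, needed for cytokinesis, had 4.02 ± 0.475 CPM (SD, n = 3) in WT and 25.4 ± 2.88 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 2.66 (standard error 0.22, adjusted p = 0.00133). The log2 fold change was 2.38 (standard error 0.27, adjusted p = 0.00381) for *Top2a*, 2.47 (standard error 0.29, adjusted p = 0.00395) for *Cdk1*, 2.13 (standard error 0.29, adjusted p = 0.00526) for *Ccnb2* and 2.16 (standard error 0.29, adjusted p = 0.00526) for *Birc5*. Of 40 genes of DNA replication and the G1/S transition, 10 were higher and none was lower (15 higher when adjusted over the list alone), with a median of 0.63 (adjusted p = 2.43e-09 from camera, adjusted p = 0.240 with an estimated correlation). Among them were *Tk1* at 1.89 (standard error 0.20, adjusted p = 0.00289), *Mcm5* at 1.75 (standard error 0.21, adjusted p = 0.00391) and *Rrm2* at 1.35 (standard error 0.17, adjusted p = 0.00430).
Of 23 genes of bulge identity and quiescence, 3 were lower, *Bmp6*, *Fgf18* and *Lhx2*, and none was higher (6 lower when adjusted over the list alone). Their median was -0.21 (adjusted p = 4.26e-04 from camera, adjusted p = 0.240 with an estimated correlation). *Fgf18* had a log2 fold change of -0.89 (standard error 0.15, adjusted p = 0.0118). Of 21 Wnt and Hedgehog genes of activation, 3 were higher, *Lef1*, *Wnt10a* and *Fzd2*, and 3 were lower, *Nkd1*, *Gli1* and *Ptch1* (7 higher and 4 lower when adjusted over the list alone). The list as a whole did not pass (adjusted p = 0.267 from camera, adjusted p = 0.447 with an estimated correlation), but it passed upward with fry (adjusted p = 0.0256). *Nkd1*, a feedback inhibitor of Wnt signaling, fell by 1.83 (standard error 0.19, adjusted p = 0.00289) on the log2 scale, *Gli1* by 0.99 (standard error 0.19, adjusted p = 0.0214) and *Ptch1* by 0.72 (standard error 0.17, adjusted p = 0.0481), and *Wnt10a* rose by 0.73 (standard error 0.14, adjusted p = 0.0240).
The lists above were written after the paper was read and share genes with Fig. 2C, such as *Mki67*, *Ccnb2*, *Cdk1*, *Wnt10a* and *Bmp6*. The genes of Fig. 2C were chosen by the paper from these libraries, so their calls are not independent evidence, in the lists or in the figure. Of its 17 cell cycle genes, 11 were higher, and *Ccnb1*, *Cdca4*, *Kif11*, *Ldha*, *Foxk1* and *Foxk2* did not pass. Of its 10 activation genes, 3 were higher and 7 did not pass. Of its 8 quiescence genes, 5 were lower, which adds *Dkkl1* (-2.13, standard error 0.51, adjusted p = 0.0460) and *Tgfbi* (-0.54, standard error 0.13, adjusted p = 0.0448), and *Foxp1*, *Nfatc1* and *Tbx1* did not pass. *Ccnd2*, a cyclin of the G1 phase, was among the 11 (0.91, standard error 0.21, adjusted p = 0.0432). Of the 19 called genes named here other than *Bmp6*, 10 held their call with any 1 library left out (*Ect2*, *Top2a*, *Cdk1*, *Ccnb2*, *Birc5*, *Tk1*, *Mcm5*, *Rrm2*, *Lef1* and *Nkd1*), and 1, 8 and 6 calls ended without WT replicates 1, 2 and 3 and 8, 7 and 9 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.221). The mitosis count ranged from 13 without EGFR ΔEgr2 replicate 3 to 29 without WT replicate 1, the DNA replication count from 7 to 14, the quiescence count from 1 without EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 3, and the count of activation genes higher from 1 without WT replicate 2 or EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 6 without WT replicate 1.

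**Figure D1:**
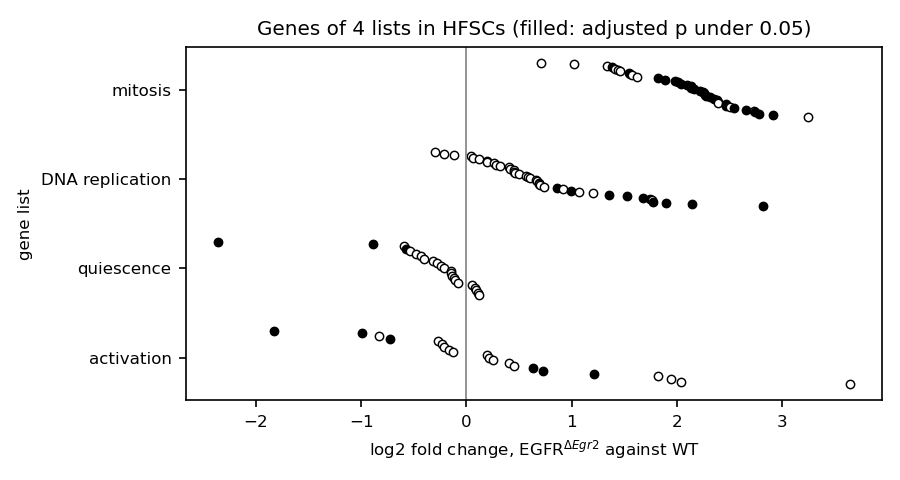
Log2 fold change in EGFR ΔEgr2 against WT HFSCs of each tested gene of the mitosis, DNA replication, quiescence and activation lists (1 point per gene, 3 mice per genotype, filled where the adjusted p is under 0.05). All 40 mitosis genes lie above 0, and the 21 activation genes lie on both sides of 0.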

Next, we confirmed these findings using IF to detect elevated numbers of Ki67 (i.e., proliferation maker) expressing CD34 positive HFSCs the EGFR^ΔEgr2^ mice at different time points to document the progression of the disease (Fig. 2D). In line with this, shaved dorsal skin of 2-month-old EGFR^ΔEgr2^ mice revealed that EGFR^ΔEgr2^ mice remained in the anagen hair cycle phase (dark color) at 2 months of age as opposed to the lighter telogen skin of WT mice (Fig. EV2E). Interestingly, gene set enrichment analysis (GSEA Wiki pathways), apart from proliferation, also identified signatures of apoptosis and fibrosis in these cells, already at 1 month (Fig. 2E). Therefore, we performed IF analysis from 3-month-old EGFR^ΔEgr2^ mice to investigate the progressive disease, which confirmed apoptotic (Caspase 8^+^) HFSCs and Vimentin expression in the E-Cadherin positive hair follicle cells as a sign of fibrosis (Fig. 2F). 

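Matrix genes, apoptosis genes and TGF-beta genes were compared between EGFR ΔEgr2 and WT HFSCs at 1 month. Of 32 tested genes of fibrosis and extracellular matrix, 4 were higher, *Col12a1*, *Tnc*, *Fn1* and *Postn*, and 1 was lower, *Tgfb2*, in edgeR's quasi-likelihood test (12 higher and 2 lower when adjusted over the list alone). The list rose as a set (adjusted p = 9.16e-04 from camera, adjusted p = 0.293 with an estimated correlation), with a median log2 fold change of 0.95. *Col12a1*, a collagen that links fibrils, lies on chromosome 9 of mm10 from 79598991 to 79718831 and had 102 ± 28.2 CPM (SD, n = 3) in WT and 568 ± 91.8 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 2.48 (standard error 0.23, adjusted p = 0.00213). Fibronectin, encoded by *Fn1*, had 144 ± 30.6 CPM (SD, n = 3) in WT and 483 ± 125 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs (1.75 on the log2 scale, standard error 0.23, adjusted p = 0.00465). For *Tnc* the log2 fold change was 1.28 (standard error 0.13, adjusted p = 0.00289) and for *Postn* 0.76 (standard error 0.13, adjusted p = 0.0142). The fibrillar collagens of dermal fibroblasts did not pass: *Col1a1* was at 1.45 (standard error 0.59, adjusted p = 0.199), *Col1a2* at 0.55 (standard error 0.31, adjusted p = 0.362) and *Col3a1* at 1.28 (standard error 0.87, adjusted p = 0.467). Of 12 tested fibroblast genes, 11 had positive log2 fold changes and 1 was called, higher.
Of 33 genes of apoptosis, 3 were higher, the death receptor *Tnfrsf21*, *Parp1* and *Trp53*, and 1 was lower, *Bcl2l11* (6 higher and 1 lower when adjusted over the list alone). *Parp1* rose by 0.82 (standard error 0.15, adjusted p = 0.0158), *Trp53* by 0.79 (standard error 0.15, adjusted p = 0.0226), and *Bcl2l11*, which encodes the proapoptotic protein BIM, was at -1.07 (standard error 0.17, adjusted p = 0.00946). The list did not pass as a set (adjusted p = 0.132 from camera, adjusted p = 0.407 with an estimated correlation) but passed upward with fry (adjusted p = 0.0204). Of 26 genes of TGF-beta and activin signaling, 2 were higher, the activin subunits *Inhba* and *Inhbb*, and 3 were lower, *Tgfb2*, *Bambi* and *Ltbp1* (7 higher and 5 lower when adjusted over the list alone, adjusted p = 0.525 from camera, adjusted p = 0.604 with an estimated correlation, adjusted p = 0.0204 upward with fry). *Inhbb* was at 1.80 (adjusted p = 0.00133), *Inhba* at 4.07 (adjusted p = 0.0335) and *Tgfb2* at -1.77 (adjusted p = 0.0104). *Bambi* was at -0.75 (adjusted p = 0.0431) and *Ltbp1* at -0.94 (adjusted p = 0.0464). Of the 13 called genes of these lists, 5 held their call with any 1 library left out (*Tnfrsf21*, *Col12a1*, *Tnc*, *Fn1* and *Inhbb*), and 2, 4 and 6 calls ended without WT replicates 1, 2 and 3 and 7, 3 and 8 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.212). The apoptosis count ranged from 1 without EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 4 without WT replicate 1 and the fibrosis count from 3 to 5. The count of TGF-beta genes higher was 4 without WT replicate 1 and 1 without any other 1 library, and that of those lower ranged from 0 without EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 2. With DESeq2 there were 7 apoptosis genes, 10 fibrosis genes and 6 TGF-beta genes higher, and 2, 3 and 6 lower. The WikiPathways sets of Fig. 2E were not rerun.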

After macroscopically visible hair loss at 5 months of age, skin sections of EGFR^ΔEgr2^ mice indicate follicular plugging and fibrotic hair structures, alpha smooth muscle actin expression and a dramatic decline of hair follicles after 10 months of age (Figs. 2G,H and EV2G,F). Taken together, we identified that during the chronic phase of skin inflammation, EGFR^ΔEgr2^ mice develop hallmarks of scarring hair follicle destruction (Harries et al, 2018).

**Figure 2:**
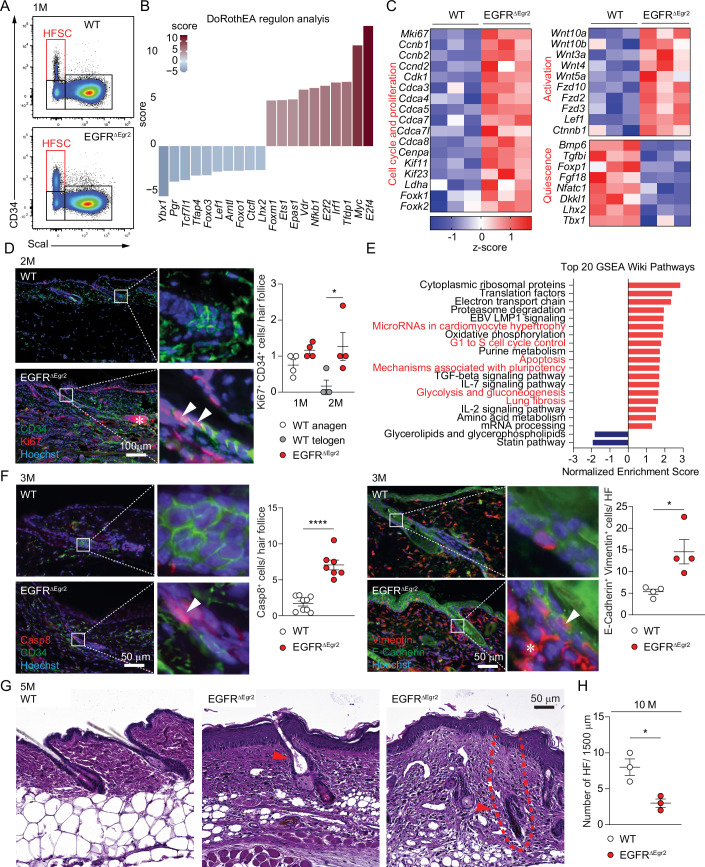
RNA profiling of EGFR-deficient hair follicle stem cells identifies hallmarks of scarring hair follicle destruction. (**A**) Representative FACS plot of sorting strategy for CD34^+^ScaI^-^ HFSCs (red box) of WT and EGFR^ΔEgr2^ mice at 1 M of age. (**B**) DoRothEA transcription factor analysis of the HFSC RNAseq dataset. (**C**) Heatmap with z-scores of selected differentially expressed genes of the HFSC RNAseq dataset from WT and EGFR^ΔEgr2^ mice. (**D**) IF analysis and quantification of proliferation (Ki67, red) in HFSCs (CD34, green) from skin sections of WT and EGFR^ΔEgr2^ mice at 1 M and 2 M of age (*n* = 13, 5 hair follicles per *n*). The white arrowheads mark examples for double-positive Ki67- and CD4-positive cells. Asterisk (*) highlights the additional proliferative bulb. WT vs EGFR^ΔEgr2^ 2 M *p* = 0.0397. (**E**) Top 20 gene set enrichment analysis (GSEA) WikiPathways from the HFSC RNAseq dataset. (**F**) Skin section IF staining of apoptosis (Caspase 8, red; *n* = 16, 3 hair follicles per *n*) and intermediate filament (Vimentin, red, E-Cadherin, green) expression in the hair follicle of WT and EGFR^ΔEgr2^ mice at 3 M of age (*n* = 8, 5 hair follicles per n). The white arrowheads mark double-positive Casp8- and CD34-positive or Vimentin- and E-Cadherin-positive cells. Asterisk (*) highlights Vimentin^+^ dermal cells associated around the hair follicle. Casp8^+^ WT vs EGFR^ΔEgr2^*p* < 0.0001. Vim^+^ WT vs EGFR^**Δ**Egr2^*p* = 0.018. (**G**) H&E histochemistry of WT and EGFR^ΔEgr2^ at 5 M, red arrows indicate follicular plugging and a fibrotic hair follicle (indicated with a dotted line). WT vs EGFR^ΔEgr2^*p* = 0.0179. (**H**) Number of hair follicle units per 1500 μm of H&E stained sections of WT and EGFR^ΔEgr2^ skin at 10 M of age. Data is presented in ±SEM, *p < 0.05, ****p < 0.0001 by unpaired t-test, *n* ≥ 3. Source data are available online for this figure.

**Figure EV2:**

RNA profiling of FACS sorted EGFR-deficient hair follicle stem cells before scarring hair follicle destruction. (**A**) Real-time PCR of EGFR expression of sorted CD34^+^ScaI^-^ HFSCs of WT and EGFR^ΔEgr2^ mice at 1 M. Data is presented in ±SEM, *p* = 0.0156 by unpaired t-test, *n* ≥ 3. (**B**) Volcano plot of differentially expressed genes (blue downregulated, red upregulated) of RNA sequencing analysis of CD34^+^ HFSCs from WT vs EGFR^ΔEgr2^ mice. Data shown as fold change (log2) and *p*-value (−log10). DESeq2 including local dispersion estimation and Independent Hypothesis Weighting (IHW) (x) to estimate false discovery rates and power maximization were used for statistical analysis (Ignatiadis et al, 2016). (**C**) Principal component (PC) analysis of the RNAseq dataset. (**D**) Heatmap of z-scores of top 50 differentially expressed genes by adjusted *p*-value of the RNAseq dataset. Genes of special interest are marked in red (up) or blue (down). Statistics DESeq2 as in (**B**). (**E**) Pictures of shaved backs of WT or EGFR^ΔEgr2^ at 1 M and 2 M of age. (**F**) Representative H&E stained skin sections for counting the number of hair follicle units per 1500 μm of WT and EGFR^ΔEgr2^ skin at 10 M of age. Black arrowheads indicate counted hair follicles. (**G**) Representative alpha smooth muscle actin staining on skin sections of WT and EGFR^ΔEgr2^ skin at 5 M of age. (**H**) Immunofluorescence staining of SOCS3 in green of WT and EGFR^ΔEgr2^ mouse skin sections at 3 M. (**I**) tSNE FACS gating strategy of MHC-I and MHC-II expression among CD45^-^ keratinocytes of WT or EGFR^ΔEgr2^ at 5 M of age. (**J**) Real-time PCR of MHC-I expression (H-2Kb) of sorted CD34^+^ ScaI^-^ HFSCs of WT or EGFR^ΔEgr2^ mice at 1 M of age (*p* = 0.0229). (**K**) CD55 (*p* = 0.0481) and CD200 (*p* = 0.001) surface expression in HFSCs and HF of WT and EGFR^ΔEgr2^ mice by FACS analysis. Data is presented in ±SEM, *p < 0.05, **p < 0.01 by unpaired t-test, *n* ≥ 3.

### Hair follicle intrinsic inflammatory JAK-STAT1 signaling induces the antigen presentation machinery, hair follicle stem cell destruction and skin barrier disruption upon EGFR deletion

Next, we aimed to find the active signaling hubs in the HFSCs of EGFR^ΔEgr2^ mice. Cell signaling analysis from the HFSC RNAseq dataset with PROGENy identified the activity of the inflammatory JAK-STAT and TNFα pathways (Fig. 3A). 

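Of the JAK kinases and STAT factors, edgeR called only *Stat3* in EGFR ΔEgr2 against WT HFSCs, and DESeq2 called *Stat3*, *Stat1* and *Stat5a*. Of 27 tested targets of TNF and NF-kB, 7 were higher and none was lower in edgeR's quasi-likelihood test, *Csf1*, *Lcn2*, *Nfkb2*, *Relb*, *Birc3*, *Zc3h12a* and *Lif* (16 higher when adjusted over the list alone). The list rose as a set (adjusted p = 2.49e-08 from camera, adjusted p = 0.240 with an estimated correlation), with a median log2 fold change of 1.05. The noncanonical NF-kB subunits rose with it. *Nfkb2* lies on chromosome 19 of mm10 from 46304320 to 46312385 and had 61.3 ± 15.2 CPM (SD, n = 3) in WT and 157 ± 29.0 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 1.36 (standard error 0.20, adjusted p = 0.00710), and *Relb* had 1.33 (standard error 0.21, adjusted p = 0.00899). *Lif*, a cytokine that signals through JAK-STAT, rose by 1.99 (standard error 0.44, adjusted p = 0.0348), *Birc3* by 0.69 (standard error 0.14, adjusted p = 0.0281) and *Zc3h12a* by 1.11 (standard error 0.23, adjusted p = 0.0290). Of 10 tested JAK kinases and STAT factors, *Stat3* was higher (0.74, standard error 0.12, adjusted p = 0.0124) and 9 did not pass (3 higher when adjusted over the list alone, adjusted p = 0.163 from camera, adjusted p = 0.403 with an estimated correlation, adjusted p = 0.0120 upward with fry). *Stat3* overlaps *Stat5a* in the annotation. *Stat1* was higher in every EGFR ΔEgr2 library and reached a log2 fold change of 0.55 (standard error 0.16, adjusted p = 0.0829), with an adjusted p of 0.00496 from DESeq2. Of 24 cytokines and chemokines made by keratinocytes, 1 was higher, *Csf1*, and none was lower (7 higher when adjusted over the list alone, adjusted p = 0.00172 from camera, adjusted p = 0.323 with an estimated correlation).
PROGENy scores a pathway by the genes that respond to it in perturbation experiments, and its weights were not applied here. Of the 8 called genes, 3 held their call with any 1 library left out (*Csf1*, *Lcn2* and *Nfkb2*), and 0, 4 and 4 calls ended without WT replicates 1, 2 and 3 and 4, 2 and 5 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.152). The call of *Stat3* ended without WT replicate 2, WT replicate 3, EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3. The count of cytokines and chemokines higher was 9 without WT replicate 1 and 1 without any other 1 library, 8 with DESeq2, 6 without a filter on low counts, 3 with at least 10 counts and, chosen after the data were seen, 5 with sex as a covariate. The TNF and NF-kB count ranged from 3 without EGFR ΔEgr2 replicate 3 to 12 without WT replicate 1, and was 15 with DESeq2, 14 without a filter on low counts and 12 among genes with at least 10 counts in every library.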

Previous studies indicated that the TNFα pathway does not play a prominent role in the inflammatory EGFR^Δep^ phenotype (Lichtenberger et al, 2013; Mascia et al, 2010). In line with the PROGENy pathway analysis from our EGFR^ΔEgr2^ HFSC RNA profiling, we detected a broad induction of the JAK-STAT signaling hub, including downstream effectors (e.g., interferon induced genes: *Ifi47*, *Ifi214*, and *Ifitm3*) and the downregulation of its negative regulator suppressor of cytokine signaling 3 (*Socs3;* Fig. 3B, first panel). 

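Interferon-induced genes and negative regulators of JAK-STAT signaling were compared between EGFR ΔEgr2 and WT HFSCs. Of 47 tested interferon-induced genes, 10 were higher and none was lower in edgeR's quasi-likelihood test, *Ifitm3*, *Ly6e*, *Lgals3bp*, *Lgals9*, *Ddx58*, *Parp14*, *Parp9*, *Ifih1*, *Gbp2* and *Ifi35* (14 higher and 1 lower when adjusted over the list alone). The list rose as a set (adjusted p = 9.96e-09 from camera, adjusted p = 0.230 with an estimated correlation), with a median log2 fold change of 0.89. *Ifitm3*, which restricts virus entry and belongs to a family of close paralogs, lies on chromosome 7 of mm10 from 141009586 to 141010770 and had 26.7 ± 17.8 CPM (SD, n = 3) in WT and 250.4 ± 32.2 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 3.23 (standard error 0.40, adjusted p = 0.00430). The cytosolic RNA sensors were higher too, *Ddx58* at 1.15 (standard error 0.17, adjusted p = 0.00684) and *Ifih1* at 0.82 (standard error 0.16, adjusted p = 0.0213). *Ly6e* was at 2.06 (standard error 0.22, adjusted p = 0.00340), *Lgals9* at 1.45 (standard error 0.18, adjusted p = 0.00440) and *Lgals3bp* at 2.53 (standard error 0.30, adjusted p = 0.00391). *Gbp2* had 12, 0 and 0 counts in WT and 217, 284 and 174 counts in EGFR ΔEgr2 mice.
*Ifi214* and *Ifi47* were too low for the test. *Ifi214* had no count in WT and 10, 8 and 12 counts in EGFR ΔEgr2 mice, at least 9.86-fold higher against the floor of 3 counts over the WT libraries, and *Ifi47* had no count in WT and 3, 14 and 16 counts, at least 10.8-fold higher. *Ifi47* lies within *Olfr56* in the annotation, so its counts may be uncertain. These are counting limits and hold for the libraries, without a p over the mice. *Socs3*, on chromosome 11 of mm10 from 117966079 to 117970047, had 681 ± 162 CPM (SD, n = 3) in WT and 309 ± 68.9 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of -1.14 (standard error 0.21, adjusted p = 0.0199). Of 16 negative regulators of JAK-STAT signaling, 2 were lower, *Socs3* and *Pias3* (-0.63, standard error 0.13, adjusted p = 0.0294), and none was higher (3 lower when adjusted over the list alone, adjusted p = 0.00922 from camera, adjusted p = 0.240 with an estimated correlation). Fry gave this list an adjusted p of 0.0567, and camera without WT replicate 1 gave 0.158. Of the 10 genes of the first panel of Fig. 3B that were tested, *Stat3* and *Ifitm3* were higher, *Socs3* was lower and *Jak1*, *Jak2*, *Jak3*, *Tyk2*, *Stat1*, *Stat5a* and *Stat5b* did not pass. Of the 12 called interferon-induced genes and negative regulators, 4 held their call with any 1 library left out (*Ifitm3*, *Ly6e*, *Lgals3bp* and *Lgals9*), and 0, 3 and 4 calls ended without WT replicates 1, 2 and 3 and 6, 5 and 8 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.194). The count of interferon-induced genes ranged from 4 without EGFR ΔEgr2 replicate 3 to 15 without WT replicate 1, and that of negative regulators from 0 without EGFR ΔEgr2 replicate 2 or EGFR ΔEgr2 replicate 3 to 2 without WT replicate 1. DESeq2 called 16 interferon-induced genes higher and 4 negative regulators lower.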

SOCS3 protein reduction could also be visualized in the hair follicles from skin sections from EGFR^ΔEgr2^ mice as compared to the WT (Fig. EV2H). Notably, we also discovered a remarkable upregulation of various JAK-STAT utilizing receptor complexes on EGFR^ΔEgr2^ HFSCs (Fig. 3B second panel). This prompted us to further investigate possible downstream effectors. 

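The receptor chains that rose serve the IL-4 and IL-13, IL-6, IL-11, IL-20, oncostatin M and interferon gamma families, and those for LIF and prolactin fell. Of 34 tested receptor chains that signal through JAK-STAT, 11 were higher and 2 were lower in edgeR's quasi-likelihood test (13 higher and 2 lower when adjusted over the list alone). The list rose as a set (adjusted p = 0.00218 from camera, adjusted p = 0.230 with an estimated correlation). *Il4ra*, shared by the IL-4 and IL-13 receptors, lies on chromosome 7 of mm10 from 125552120 to 125579474 and had 14.6 ± 6.04 CPM (SD, n = 3) in WT and 90.2 ± 14.2 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 2.63 (standard error 0.28, adjusted p = 0.00289). *Il6st*, which encodes gp130, the chain common to the IL-6 family, had 118 ± 7.76 CPM (SD, n = 3) in WT and 242 ± 9.79 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs (1.03 on the log2 scale, standard error 0.11, adjusted p = 0.00289). *Il20rb* rose by 1.18 (standard error 0.16, adjusted p = 0.00477), *Osmr* by 0.80 (standard error 0.12, adjusted p = 0.00686), *Il6ra* by 1.71 (standard error 0.28, adjusted p = 0.0107), *Il13ra1* by 0.92 (standard error 0.15, adjusted p = 0.0102) and *Ifngr2* by 1.12 (standard error 0.21, adjusted p = 0.0199). *Cntfr*, with 1.20 (standard error 0.20, adjusted p = 0.0134), and *Il13ra2*, the decoy chain for IL-13, with 3.21 (standard error 0.75, adjusted p = 0.0426), rose too and are not shown in Fig. 3B. *Lifr*, which pairs with gp130, had 429 ± 82.4 CPM (SD, n = 3) in WT and 166 ± 21.3 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of -1.37 (standard error 0.17, adjusted p = 0.00418), and *Prlr* was at -0.83 (standard error 0.12, adjusted p = 0.00636).
Of the 13 receptor genes of Fig. 3B, which the paper chose from these libraries, 9 were higher, and *Il10rb*, *Ifngr1*, *Ifnar1* and *Ifnar2* did not pass. With DESeq2, 11 of the 13 were higher, among them *Il10rb* and *Ifngr1*. *Il11ra1* (0.75, adjusted p = 0.0128) and *Il11ra2* (2.51, adjusted p = 0.0365) are close paralogs that share reads, so both values are uncertain. Of the 13 receptor genes called, 5 held their call with any 1 library left out (*Il4ra*, *Il6st*, *Il20rb*, *Osmr* and *Lifr*), and 0, 3 and 3 calls ended without WT replicates 1, 2 and 3 and 5, 3 and 8 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.188). The count of receptors higher ranged from 4 without EGFR ΔEgr2 replicate 3 to 12 without WT replicate 1.

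**Figure D2:**
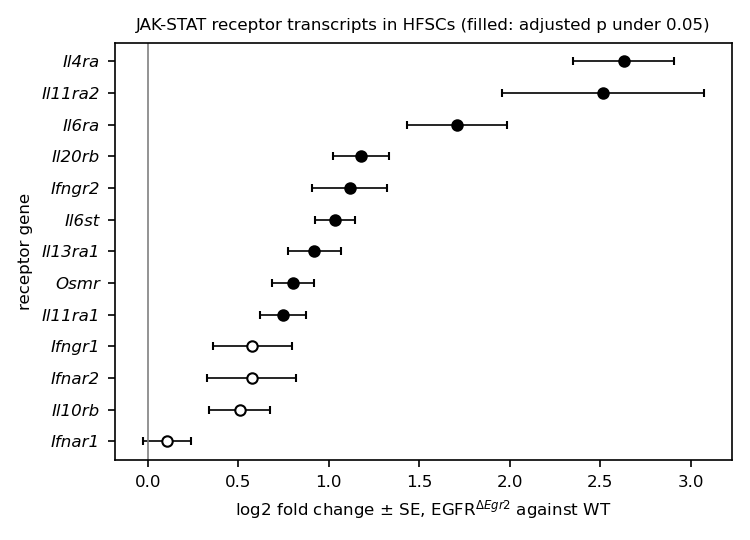
Log2 fold change with its standard error in EGFR ΔEgr2 against WT HFSCs for the 13 receptor genes of Fig. 3B (3 mice per genotype, filled where the adjusted p is under 0.05). *Il4ra* lies highest at 2.63, and *Ifnar1* lies lowest at 0.10.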

The JAK-STAT1 signaling cascade in keratinocytes (KCs) has been linked to MHC I and II upregulation (Limat et al, 1994; Shao et al, 2019). Indeed, we first identified the upregulation of genes encoding for the MHC I and II including its functional components (transporter associated with antigen processing: *Tap1* and *Tap2* genes) and regulators (Nod like receptor 5: *Nlrc5*) together with components of the immunoproteasome (e.g., proteasome subunit beta type-9, 8 and 10; Fig. 3B, third and fourth panel). 

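Peptides cut by the proteasome are carried into the endoplasmic reticulum and loaded there on MHC class I. Of 21 tested genes of MHC class I and peptide loading, 8 were higher and none was lower in edgeR's quasi-likelihood test, *Tapbp*, *Erap1*, *Nlrc5*, *Tap2*, *H2-K1*, *Canx*, *H2-Q6* and *Tap1* (15 higher when adjusted over the list alone). The list rose as a set (adjusted p = 4.78e-08 from camera, adjusted p = 0.251 with an estimated correlation). *H2-K1*, a classical class I gene on chromosome 17 of mm10 from 33996017 to 34000347, had 197 ± 51.2 CPM (SD, n = 3) in WT and 491 ± 109 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 1.31 (standard error 0.22, adjusted p = 0.0133). Tapasin, encoded by *Tapbp*, was at 0.85 (standard error 0.11, adjusted p = 0.00477), the trimming enzyme *Erap1* at 1.40 (standard error 0.19, adjusted p = 0.00573) and *Nlrc5*, which drives class I transcription, at 1.95 (standard error 0.31, adjusted p = 0.0109). The transporter genes were at 1.11 (standard error 0.19, adjusted p = 0.0130) for *Tap2* and 0.49 (standard error 0.12, adjusted p = 0.0452) for *Tap1*, and *Canx* was at 0.66 (standard error 0.12, adjusted p = 0.0172). *H2-D1* (0.83, adjusted p = 0.0556) and *H2-Q4* (0.70, adjusted p = 0.0603) were higher in every EGFR ΔEgr2 library and did not pass, and *B2m* (0.74, adjusted p = 0.161) did not pass either. The class I genes are close paralogs that share reads, so values of single *H2* genes, *H2-Q6* at 2.66 (adjusted p = 0.0269) among them, are uncertain. Other settings called *H2-D1* or *H2-Q4*: DESeq2 gave adjusted p of 1.88e-04 and 6.85e-04, and both passed without a filter on low counts.
Of 5 genes of the immunoproteasome and its activator, 4 were higher, *Psmb8*, *Psme2*, *Psmb9* and *Psmb10* (4 when adjusted over the list alone), and *Psme1* did not pass (adjusted p = 2.91e-04 from camera, adjusted p = 0.304 with an estimated correlation). *Psmb8* had 11.7 ± 2.09 CPM (SD, n = 3) in WT and 45.1 ± 5.97 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs, a log2 fold change of 1.95 (standard error 0.19, adjusted p = 0.00269). The log2 fold change was 1.49 (standard error 0.30, adjusted p = 0.0277) for *Psmb9*, which overlaps *Tap1*, 1.96 (standard error 0.45, adjusted p = 0.0426) for *Psmb10* and 0.74 (standard error 0.14, adjusted p = 0.0229) for *Psme2*. Of 31 constitutive proteasome subunits, none was higher or lower with edgeR, also when adjusted over the list alone, and the median was 0.15 on the log2 scale (adjusted p = 0.0145 from camera, adjusted p = 0.601 with an estimated correlation, adjusted p = 0.143 with fry). In camera this list did not pass without WT replicate 2 (adjusted p = 0.0762) or WT replicate 3 (adjusted p = 0.160). At an unadjusted p under 0.05 there were 4 of these 31, and DESeq2 called 3 higher. Of the 11 antigen presentation genes of Fig. 3B, chosen by the paper from these libraries, 5 were higher. Of the 7 genes that the paper shows there as immunoproteasome, 6 were higher, *Rpn2* (0.46, adjusted p = 0.0387), *Hspd1* (0.62, adjusted p = 0.0472) and *Hspe1* (0.73, adjusted p = 0.0266) among them. *Rpn2*, *Hspd1*, *Hspe1* and the uncalled *Rpn1* are not on the immunoproteasome list of 5 genes used here. *Hspd1* and *Hspe1* overlap each other in the annotation. Of the 15 called genes in this group, 3 held their call with any 1 library left out (*Tapbp*, *Erap1* and *Psmb8*), and 1, 7 and 9 calls ended without WT replicates 1, 2 and 3 and 11, 6 and 12 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.201). The class I count ranged from 2 without EGFR ΔEgr2 replicate 3 to 12 without WT replicate 1, and the immunoproteasome count from 1 to 5, with only *Psmb8* called where it was 1. The class I count was 14 with DESeq2 and 14 without a filter on low counts. The paper states that the receptor result led it to look at downstream effectors. It then cites work by others that links JAK-STAT1 signaling in keratinocytes to MHC expression. In later experiments the paper tests this link itself, by deleting STAT1 or JAK1/2 in the hair follicle and by treating skin explants with IFNγ. From the deletions it reports that MHC-I on HFSCs depends on JAK-STAT1 signaling.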

MHC I and II protein upregulation were confirmed on the cell membrane of epidermal cells from EGFR^ΔEgr2^ mice in the chronic inflammatory phase as compared to the WT situation using FACS (Figs. 3C and EV2I for gating). Quiescent immune-privileged HFSCs have low MHC I expression and are able to resist pro-inflammatory signals to prevent its upregulation (Agudo et al, 2018). Especially MHC-I antigen presentation on HFSCs is considered as collapse of their immune privilege (Harries et al, 2018). 

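At 1 month, the summed transcripts of the class I list were higher in every EGFR ΔEgr2 library than in any WT library. That list holds genes of peptide loading beside the class I genes themselves. Class II transcripts varied between mice of both genotypes. The 8 tested class II genes summed to 249.0 ± 244.9 CPM (SD, n = 3) in WT and 113.9 ± 78.2 CPM (SD, n = 3) in EGFR ΔEgr2 HFSCs. The genotypes overlapped (exact permutation test, two-sided, p = 0.5, where 3 mice against 3 allow no p under 0.1). None of the 8 genes was higher or lower in edgeR's quasi-likelihood test, also when adjusted over the list alone, none had an unadjusted p under 0.05 and DESeq2 called none. All 8 had negative log2 fold changes, with a median of -1.05 (adjusted p = 0.525 from camera, adjusted p = 0.841 with an estimated correlation). The list passed downward in camera without WT replicate 1 (adjusted p = 0.0142). The log2 fold change was -1.44 (standard error 1.09, adjusted p = 0.520) for *H2-Ab1*, -1.67 (standard error 1.19, adjusted p = 0.487) for *H2-Aa*, -1.15 (standard error 1.02, adjusted p = 0.601) for *Cd74* and -1.61 (standard error 1.15, adjusted p = 0.490) for *Ciita*, the activator of class II transcription. *H2-Ab1* lies on chromosome 17 of mm10 from 34257689 to 34269419. Over the 6 libraries the class II sum followed the summed CPM of 5 immune cell genes, the Langerhans cell marker *Cd207* with *Csf1r*, *Itgax*, *Laptm5* and *Coro1a* (Pearson's r = 0.993, exact permutation p = 0.00278; Spearman's rho = 0.943, exact permutation p = 0.0167, the same after adjustment for 1 relation). This relation and its 5 genes were chosen after the results were seen, so these p-values are not those of a planned test. Without the pair of libraries farthest from the median of that marker sum, r was 0.979. Of 10 tested genes of immune privilege, 1 was lower, *Tgfb2*, and none was higher (2 higher and 3 lower when adjusted over the list alone, adjusted p = 0.669 from camera, adjusted p = 0.820 with an estimated correlation). DESeq2 called 3 of them higher and 3 lower. With 1 library left out, the count of those lower with edgeR was 0 to 1. No library of postnatal day 15 is in the series, so these values cover the later age alone.

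**Figure D3:**
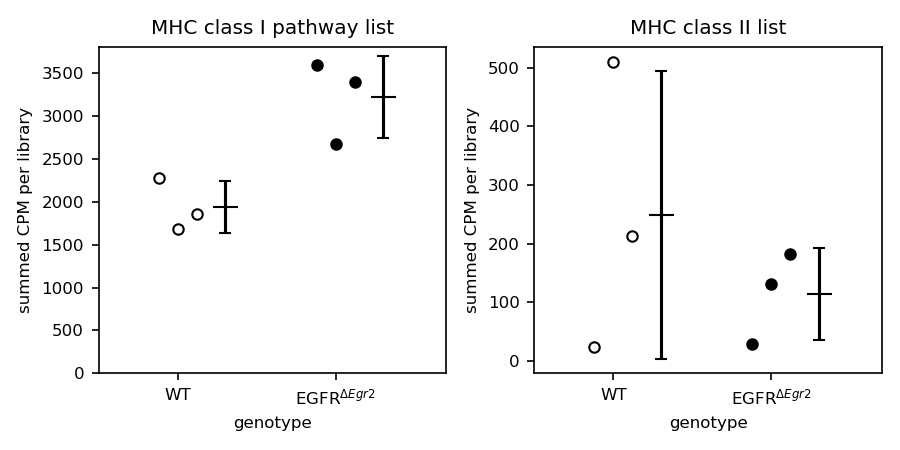
Summed CPM per library of the 21 tested genes of the class I list and of the 8 tested class II genes (1 point per mouse, lines show mean ± SD, n = 3 per genotype). The class I sums lie between 1684 and 2278 in WT and between 2677 and 3588 in EGFR ΔEgr2 HFSCs, and the class II sums between 24.0 and 509.8 in WT and between 28.4 and 181.8 in EGFR ΔEgr2 HFSCs.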

EGFR^ΔEgr2^ HFSCs displayed MHC I and II upregulation on the RNA level and protein surface expression between 2 (postnatal day 15) and 4 (p30) weeks after birth (Figs. 3D and EV2J). In line with this, we could additionally detect the downregulation of the anti-inflammatory surface proteins CD55 and CD200 in EGFR^ΔEgr2^ mice (Fig. EV2K).

**Figure 3:**
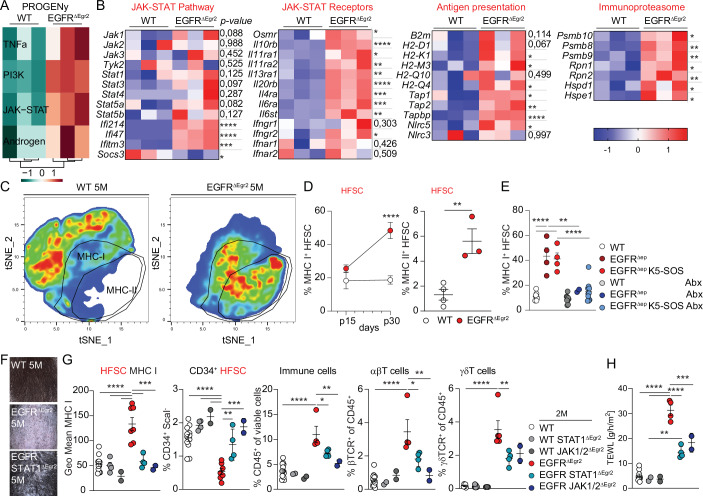
Hair follicle intrinsic JAK-STAT1 signaling induces the antigen presentation machinery, drives hair follicle destruction and maintains barrier disruption upon EGFR deletion. (**A**) PROGENy analysis identifying upregulated signaling modules in the RNAseq dataset from sorted HFSCs from 1-month-old WT and EGFR^ΔEgr2^ mice. (**B**) Heatmap with z-scores and *p*-values between WT and EGFR^ΔEgr2^ mice of selected differentially expressed genes of the HFSC RNAseq dataset from WT and EGFR^ΔEgr2^ mice. *Ifi214p* = 0.0004, *Ifi47p* = 0.0005, *Ifitm3p* = 0.0006, *Socs3p* = 0.042, *Osmrp* = 0.0365, *Il10rbp* = 0.0001, *Il11ra1p* = 0.0148, *Il11ra2p* = 0.0108, *Il31ra1p* = 0.0025, *Il20rbp* = 0.0004, *Il4rap* = 0.0008, *Il6rap* = 0.0029, *Il6stp* = 0.0068, *Ifngr2p* = 0.0409, *H2-K1p* = 0.0161, *H2-M3p* = 0.0486, *H2-Q4p* = 0.0185, *Tap1p* = 0.0431, *Tap2p* = 0.007, *Tapbpp* = 0.0002, *Nlrc5p* = 0.0156, *Psmb10p* = 0.0251, *Psmb8p* = 0.0025, *Psmb9p* = 0.0099, *Rpn1p* = 0.0243, *Rpn2p* = 0.057, *Hspd1p* = 0.0479, *Hspe1p* = 0.0182. (**C**) tSNE FACS plot of MHC-I and MHC-II expression among CD45^-^ epidermal cells of WT or EGFR^ΔEgr2^ at 5 M. See also Fig. EV3 for gating. (**D**) Percentage of MHC-I or MHC-II expression on CD34^+^ HFSCs by flow cytometry in WT and EGFR^ΔEgr2^ at 1 M (p30 *p* = 0.0003 and WT vs EGFR^ΔEgr2^*p* = 0.0069) and (**E**) in WT, EGFR^Δep^, EGFR^Δep^ K5-SOS and antibiotics (Abx) treated mice at 2 M. WT vs EGFR^Δep^*p* < 0.0001, WT vs EGFR^Δep^ K5-SOS *p* < 0.0001, EGFR^Δep^ vs EGFR^Δep^ Abx *p* = 0.0012, EGFR^Δep^ K5-SOS vs EGFR^Δep^ K5-SOS Abx *p* < 0.0001. (**F**) Pictures of the hair phenotype of WT, EGFR^Δep^ and EGFR STAT1^ΔEgr2^ mice at the age of 5 M. (**G**) The geometric mean of MHC-I among CD34^+^Sca-I^-^ HFSCs (WT vs EGFR^ΔEgr2^*p* < 0.0001, WT STAT1^ΔEgr2^ vs EGFR^ΔEgr2^*p* < 0.0001, WT JAK1/2^ΔEgr2^ vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.0002, EGFR^ΔEgr2^ vs EGFR JAK1/2^ΔEgr2^*p* = 0.0005), % of CD34^+^ HFSCs (WT vs EGFR^ΔEgr2^*p* < 0.0001, WT STAT1^ΔEgr2^ vs EGFR^ΔEgr2^*p* < 0.0001, WT JAK1/2^ΔEgr2^ vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.023, EGFR^ΔEgr2^ vs EGFR JAK1^/^2^ΔEgr2^*p* = 0.0001, total CD45^+^ cells (WT vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.0454, EGFR^ΔEgr2^ vs EGFR JAK1^/^2^ΔEgr2^*p* = 0.0063), αβT cells (WT vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.0171, EGFR^ΔEgr2^ vs EGFR JAK1/2^ΔEgr2^*p* = 0.0014) and γδT cells (WT vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.0015) among CD45^+^ cells by flow cytometry of EGFR STAT1^ΔEgr2^ and EGFR JAK1/2^ΔEgr2^ at 2 M of age. (**H**) Transepidermal water loss (TEWL) measured on the back skin of WT, EGFR^ΔEgr2^, EGFR STAT1^ΔEgr2^ and EGFR JAK1/2^ΔEgr2^ mice at 2 M (WT vs EGFR^ΔEgr2^*p* < 0.0001, WT STAT1^ΔEgr2^ vs EGFR^ΔEgr2^*p* < 0.0001, WT vs EGFR STAT1^ΔEgr2^*p* = 0.0002, WT STAT1^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* = 0.0027, EGFR^ΔEgr2^ vs EGFR STAT1^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR JAK1/2^ΔEgr2^*p* = 0.0004). Data is presented in ±SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired t-test or One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 2. Source data are available online for this figure.

**Figure EV3:**

Single-cell analysis identified hair follicle and immune cell populations in EGFR^ΔEgr2^ mouse epidermal cell suspensions and cytokine impact of HF specific MHC expression. (**A**) Top 3 differentially expressed genes of every cluster of single-cell RNA sequencing analysis of epidermal CD45^+^ immune cells and CD45^-^ Sca-I^-^ hair follicle cells in EGFR^ΔEgr2^. Wilcoxon rank sum test and Bonferroni correction for statistical analysis. (**B**) Ex vivo WT skin explants treated with indicated cytokines with or without erlotinib for 48 h. FACS analysis of MHC-I and -II expressions in CD200^+^ HF cells. (**C**) Top 30 differentially expressed genes of CD8 and NK cell cluster. (**D**) Confirmation of CD8 T cell (WT *p* = 0.0481, EGFR^ΔEgr2^*p* = 0.0246) and (**E**) NK cell depletion by FACS analysis of EGFR^ΔEgr2^ mice and their respective controls. (**F**) IF staining of CD34^+^ and Sox9^+^ stem cells in skin sections of EGFR^ΔEgr2^ treated with the indicated depletion antibodies and the respective controls. Data is presented in ±SEM, *p < 0.05 by One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 3.

Next, we utilized our EGFR^Δep^ K5-SOS/antibiosis model system to investigate the role of barrier immunity versus microbiota in influencing MHC I and II regulation. The bacterial arm of skin inflammation predominantly induced HFSC-specific MHC-I surface expression, as only antibiotic treatment, not K5-SOS expression alone, preserved MHC-I expression (Fig. 3E). In order to interfere with the hair follicle specific JAK-STAT1 cascade and investigate its involvement in the MHC I and II expression status, skin function and inflammation, we crossed EGFR^ΔEgr2^ mice with either STAT1- or JAK1/2 floxed mice to generate double and triple hair follicle-specific knockout mice (Fig. 3F–H). Superficial hair loss was ameliorated in EGFR STAT1^ΔEgr2^ mice as compared to EGFR^ΔEgr2^ littermate controls (Fig. 3F). FACS analysis of the HFSCs revealed that their MHC-I expression is dependent on JAK-STAT1 signaling (Fig. 3G, HFSC MHC-I). Most importantly, loss of HFSCs could be prevented by interrupting the cell-intrinsic JAK-STAT1 cascade (Fig. 3G, CD34 + HFSC). In addition, we also observed an overall amelioration of the skin inflammation as measured by epidermal CD45^+^ immune cell infiltration and specifically αβ and γδT cell influx, which was paralleled by a reduction of the skin barrier defect (trans-epidermal water loss, TEWL) in the EGFR JAK1/2^ΔEgr2^ and EGFR STAT1^ΔEgr2^ mice, respectively (Fig. 3G,H). In summary, we conclude that the hair follicle-specific activation of the JAK-STAT1 cascade plays a dominant role in the collapse of the HFSC niche, hair follicle destruction and barrier immunity triggered by the lack of EGFR.

### Single-cell analysis revealed that immune recognition and HFSC destruction is triggered by IFNγ-expressing NK and CD8 T cells

The initial trigger of the inflammation is a structural barrier breach at the hair follicle accompanied by microbial invasion, with the latter inducing JAK-STAT mediated MHC I and II upregulation, prolonging the barrier defect and driving αβ and γδT cell recruitment (Fig. 3E–G) (Klufa et al, 2019). This indicates a microbiota-dependent immune effector, which triggers and feeds into the hair follicle JAK-STAT1 cascade. Therefore, we next sought to investigate the immune infiltrate and the epidermal cytokine/chemokine milieu. Chronically inflamed, bald EGFR^ΔEgr2^ mice at 5 months of age show a dramatic shift in their epidermal immune cell compartment as compared to the homeostatic dendritic epidermal T cell (DETC) and LC networks in WT mice as measured by FACS (Fig. 4A,B). They lose these steady-state compartments and acquire an immune infiltrate dominated by αβ-, γδT cells and neutrophils (Fig. 4A,B).

**Figure 4:**
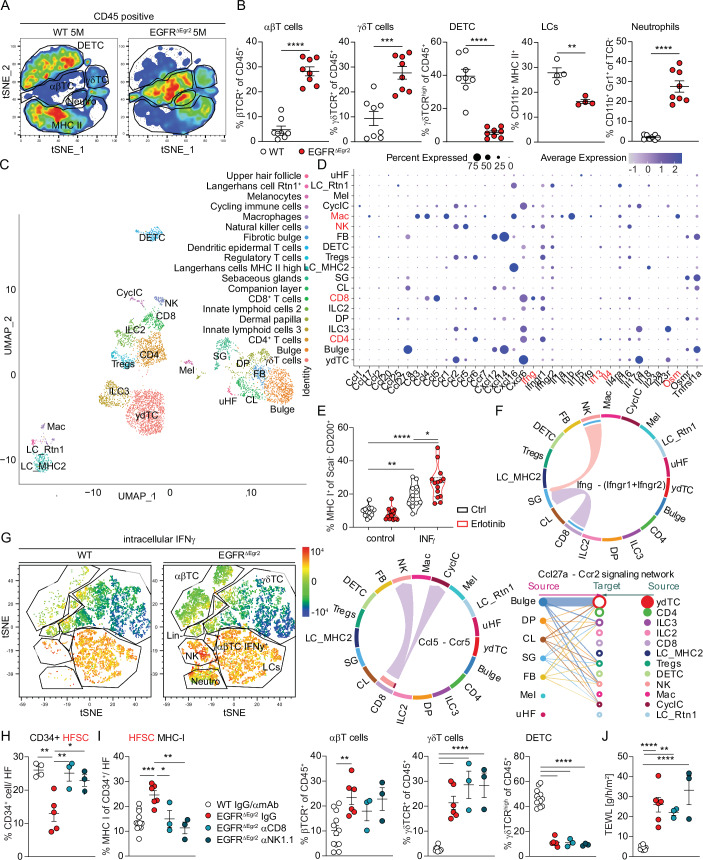
Single-cell analysis revealed that immune recognition and HFSC destruction is triggered by IFNγ expressing NK and CD8 T cells. (**A**) tSNE FACS plot of epidermal CD45^+^ immune cells of WT or EGFR^ΔEgr2^ at 5 M. See Fig. EV1A for gating strategy. (**B**) Quantification of indicated epidermal immune cells (αβT cells *p* < 0.0001, γδT cells *p* = 0.0003, DETC *p* < 0.0001, LCs *p* = 0.0017, Neutrophils *p* < 0.0001) by flow cytometry (*n* = 16). (**C**) UMAP of single-cell RNA sequencing analysis of epidermal CD45^+^ immune cells and CD45^-^ Sca-I^-^ hair follicle cells of EGFR^ΔEgr2^ at 3 M of age, see also Fig. EV4 for population definition strategy. (**D**) Relative expression levels of selected cytokines and chemokines as bubble plot in cell subsets (possible JAK-STAT inducers highlighted in red). (**E**) Ex vivo WT skin explants treated with indicated cytokines with or without erlotinib for 48 h. FACS analysis of MHC-I expressions in CD200^+^ HF cells. Control vs IFNγ *p* = 0^.^0033, ctrl vs erlotinib IFNγ *p* < 0.0001, INFγ vs erlotinib IFNγ *p* = 0.0180. (**F**) CellChat cell interaction analysis of the single-cell dataset. (**G**) tSNE FACS plot of the intracellular expression level of IFNγ expressing (positive in red) immune cells of WT or EGFR^ΔEgr2^ at 5 M of age. (**H**) Quantification of CD34^+^ HFSCs of IF staining. WT IgG/αmAB vs EGFR^ΔEgr2^ IgG *p* = 0.0025, EGFR^ΔEgr2^ IgG vs EGFR^ΔEgr2^ αCD8 *p* = 0.0079, EGFR^ΔEgr2^ IgG vs EGFR^ΔEgr2^ αNK1.1 *p* = 0.0278. (**I**) Percentage of MHC-I expression on CD34^**+**^Sca-I^-^ HFSCs (WT IgG/αmAB vs EGFR^ΔEgr2^ IgG *p* = 0^.^0004, EGFR^ΔEgr2^ IgG vs EGFR^ΔEgr2^ αCD8 *p* = 0.0217, EGFR^ΔEgr2^ IgG vs EGFR^ΔEgr2^ αNK1.1 *p* = 0.0015) and % of αβT cells (WT IgG/αmAB vs EGFR^ΔEgr2^ IgG *p* = 0.0066), γδT cells (all *p* < 0.0001) and dendritic epidermal T cells (DETC, all *p* < 0.0001) among CD45^+^ cells by flow cytometry from WT and EGFR^ΔEgr2^ depleted of CD8 T cells or NK1.1 cells and their respective controls. (**J**) Transepidermal water loss (TEWL) in CD8 T cell or NK1.1 cell depleted WT and EGFR^ΔEgr2^ mice (WT IgG/αmAB vs EGFR^ΔEgr2^ IgG *p* < 0.0001, WT IgG/αmAB vs EGFR^ΔEgr2^ αCD8 *p* = 0.0019, WT IgG/αmAB vs EGFR^ΔEgr2^ αNK1.1 *p* < 0.0001). Data is presented in ±SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by unpaired t-test or One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 3.

**Figure EV4:**
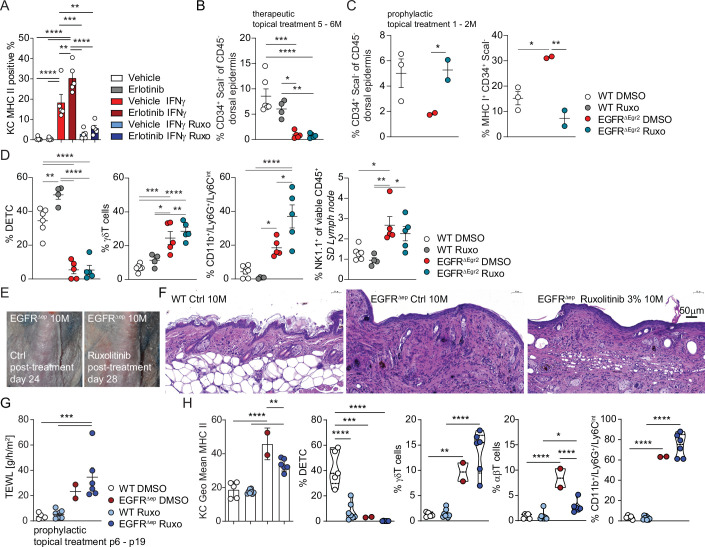
Therapeutic and prophylactic JAK inhibition ameliorates skin inflammation in EGFR^ΔEgr2^ and EGFR^Δep^ mice. (**A**) MHC-II expression of in vitro primary murine KCs of WT mice treated with IFNγ and JAK1/2 inhibitor (ruxolitinib) with or without the EGFR-inhibitor erlotinib (Veh vs Veh IFNγ, Veh vs Erlotinib INFγ, Erlotinib vs Veh IFNγ and Erlotinib vs Erlotinib INFγ *p* < 0.0001, Veh INFγ vs Erlotinib INFγ *p* = 0.0085, Veh INGγ vs Veh INFγ Ruxo *p* = 0.0005, Veh INFγ vs Erlotinib IFNγ Ruxo p = 0.0054, Erlotinib INFγ vs Veh INFγ Ruxo and Erlotinib INFγ vs Erlotinib INFγ Ruxo *p* < 0.0001). (**B**) Summary of FACS analysis of CD34^+^ hair follicle stem cells from 5 M old WT and EGFR^ΔEgr2^ mice treated therapeutically with DMSO or ruxolitinib in DMSO for 1 month (WT vs EGFR^ΔEgr2^*p* = 0.0001, WT vs EGFR^ΔEgr2^ Ruxo *p* < 0.0001, EGFR^ΔEgr2^ vs WT Ruxo *p* = 0.0121, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0098). (**C**) FACS analysis of HFSC (*p* = 0.0493) and MHC-I expression (WT vs EGFR^ΔEgr2^*p* = 0.0224, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0076) on EGFR^ΔEgr2^ and WT mice treated prophylactically with 3% ruxolitinib from 1 to 2 M of age. (**D**) FACS analysis of epidermal CD45^+^ immune cells of EGFR^ΔEgr2^ and WT treated therapeutically with 3% Ruxolitinib from 5 M to 6 M (DETC: WT vs WT Ruxo *p* = 0.0088, other *p* < 0.0001, γδT cells: WT vs EGFR^ΔEgr2^*p* = 0.0004, WT vs EGFR^ΔEgr2^ Ruxo *p* < 0.0001, EGFR^ΔEgr2^ vs WT Ruxo *p* = 0.0115, WT Ruxo vs EGFR^ΔEgr2^*p* = 0.0012, CD11b/Ly6G^+^/Ly6C^int^: WT vs EGFR^ΔEgr2^ Ruxo and WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* < 0.0001, EGFR^ΔEgr2^ WT Ruxo *p* = 0.0265, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0131, NK1.1: WT vs EGFR^ΔEgr2^*p* = 0.0142, EGFR^ΔEgr2^ vs WT Ruxo *p* = 0.0056, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0381). (**E**, **F**) Representative pictures of the skin (**E**) and H&E satinings (**F**) of WT, EGFR^ΔEgr2^ mice treated topically with DMSO (vehicle ctrl) or 3% ruxolitinib in DMSO daily at the age of 10 M for 4 weeks. (**G**, **H**) WT and EGFR^Δep^ mice were treated prophylactically with 3% Ruxolitinib or DMSO starting from P6 until P19 and TEWL (WT vs EGFR^ΔEgr2^ Ruxo *p* = 0.0007, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0003) was measured from the back-skin (**G**). FACS analysis of these mice for inflammatory parameters (KC MHC II: EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0056, other *p* values < 0.0001, DETC: all *p* values < 0.0001, γδT cells: WT vs EGFR^ΔEgr2^*p* = 0.0036, EGFR^ΔEgr2^ vs WT Ruxo *p* = 0.0027, other *p* < 0.0001, αβT cells: WT vs EGFR^ΔEgr2^ Ruxo *p* = 0.0429, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0191, other *p* < 0.0001, CD11b/Ly6G^+^/Ly6C^int^: all *p* values < 0.0001) as indicated (**H**). Data is presented in ±SEM, *p < 0.05, **p < 0.01, ***p < 0.00, ****p < 0.0001 by one-way ANOVA with Tukey’s posthoc correction, *n* ≥ 3.

In order to expand the depth of this analysis, we performed single-cell RNA sequencing of the hair follicle and immune cell compartment of EGFR^ΔEgr2^ mice at 3 months of age, which confirmed the FACS data and additionally identified two types of innate lymphoid cells (ILCs), natural killer cells (NK cells) and allowed stratification of T-cells into CD4, CD8, and T regulatory cells (Tregs, Figs. 4C and EV3A). Confirming our data from Fig. 2, we also observed the fibrotic transition of the HFSC compartment (fibrotic bulge, FB) indicating scarring hair follicle destruction (Figs. 4C and EV3A). We next used this dataset to map the chemokine and cytokine profile of the immune- and hair follicle cell compartments (Fig. 4D). This captured the multifaceted inflammatory microenvironment in EGFR^ΔEgr2^ mice, with prominent *Il17*-producing γδT cells and ILC3s, *Il4* and *Il13* producing CD4 Th2 cells and ILC2s, *Ifnγ* producing CD8 T-cells and NK cells and IL1α/β and OSM expressing macrophages. Given the importance of the JAK-STAT cascade in the hair follicles of EGFR^ΔEgr2^ mice, we next sorted out the possible JAK-STAT inducers IL4, IL13, IFN-γ, and OSM among the cytokine profile and screened for their potential in epidermal MHC I regulation using an ex vivo skin explant culture system (Figs. 4E and EV3B) (Bauer et al, 2021). We observed a significant upregulation of MHC I only with IFN-γ, which was further enhanced by the EGFR-inhibitor erlotinib (Fig. 4E). Putative cell-cell communication analysis using CellChat indicated that the only cellular sources of *Ifnγ* were the CD8^+^ T and NK cells (Fig. 4F). CellChat also revealed a complex chemokine signaling network capable of recruiting the various T cell subsets and NK cells with *Ccl5* interlinking CD8^+^ T cells and NK cells (Fig. 4F) (Homey et al, 2002). Interestingly, the gene signatures of the CD8 T cell and NK compartments cluster relatively close together (Figs. 4C and EV3C). Intracellular FACS analysis for IFN-γ confirmed its upregulation in infiltrating αβT cells and NK cells at the protein level (Fig. 4G).

In order to investigate the functional role of these cells during hair follicle destruction we used depletion antibodies for CD8 or NK1.1 in vivo. After confirming the cell deletion efficiency by the antibodies, we could show by FACS analysis, that both CD8 T cells and NK cell depletion led to a survival of the HFSCs concomitant with downregulated MHC I (Fig. EV3D–F and Fig. 4H). Interestingly, however, CD8 T cell and NK cell depletion did not impact on the γδT cell compartment and did not ameliorate the epidermal barrier defect as observed with JAK1/2 and STAT1 deficient hair follicles (compare Fig. 3G,H with Fig. 4I,J).

We, therefore, conclude that among the heterogeneous immune environment induced by prolonged EGFR deficiency, IFNγ-producing CD8 T cells and NK cells drive the hair follicle JAK-STAT1-dependent immune recognition and initiate the destruction of the HFSC niche. In parallel, EGFR deficiency leads to a hypersensitive JAK-STAT1 pathway in the hair follicle, which enhances its vulnerability during inflammation. Therefore, the pathogenesis consists of two separate insults acting synergistically.

### Therapeutic JAK inhibition re-initiates hair growth and ameliorates skin function and inflammation in EGFR^ΔEgr2^ and EGFR^Δep^ mice

We next tested the direct effect of IFN-γ on in vitro KCs, either from EGFR^Δep^ mice with their respective WT controls or WT mice treated with or without the EGFR-inhibitor erlotinib. MHC II induction was dramatically enhanced in EGFR-depleted or inhibited KCs as compared to WT induction and this expression could be inhibited by the clinically approved JAK1/2 inhibitor ruxolitinib (Figs. 5A and EV4A). Encouraged by these results, we next applied the JAK1/2 inhibitor topically on 5-month-old bald EGFR^ΔEgr2^ mice to inhibit both, intrinsic JAK-STAT1 activation of the hair follicle and extrinsic IFN-γ and T cell activation in the immune compartment (Fig. 5B). Although, these mice only have a rudimentary HFSC niche and already degraded hair follicles (see Fig. 2), we could, during the course of 28 days treatment, observe the induction of novel hair regrowth (Fig. 5B). This visible therapeutic effect was accompanied by the reduction of MHC surface expression and re-establishment of the HFSC niche (Fig. 5C,D). Interestingly, however, the re-activated HFSCs still had reduced expression levels of the mature stem cell surface marker CD34 but could be readily detected by the expression of SOX9 (Figs. 5D and EV4B) (Watt and Jensen, 2009). Prophylactic ruxolitinib treatment starting from 1-month-old EGFR^ΔEgr2^ mice, however, prevented the loss of CD34 surface expression, similar to the JAK1/2 or STAT1 deletion in this model (Fig. EV4C). In the therapeutic setting in 5-month-old mice, the re-appearance of SOX9-positive HFSCs occurs concomitantly with an increase in hair follicle length (Fig. 5E). Apart from novel hair regrowth, therapeutic JAK1/2 inhibition was able to restore the epidermal barrier function, normalize epidermal thickness and stopped αβT cell infiltration (Fig. 5F–H). Interestingly, JAK1/2 inhibition did not influence the γδT cell compartment, the neutrophil recruitment and the NK cells (Fig. EV4D).

**Figure 5:**
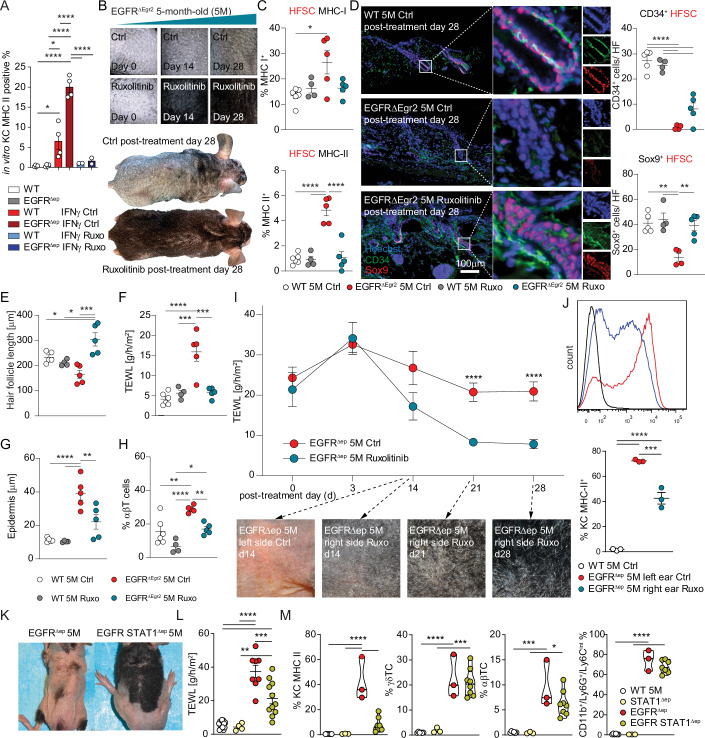
Therapeutic JAK inhibition re-initiates hair growth and ameliorates skin function and inflammation in EGFR^ΔEgr2^ and EGFR^Δep^ mice. (**A**) MHC-II expression as analyzed by flow cytometry of in vitro EGFR^Δep^ or WT primary murine keratinocytes treated with and without IFNγ and JAK1/2 inhibitor (ruxolitinib) as indicated (WT ctrl vs WT IFNγ *p* = 0.0189, EGFR^Δep^ vs WT IFNγ *p* = 0.021, all other indicated comparisons *p* < 0.0001). (**B**) Representative pictures of hair growth initiation in EGFR^ΔEgr2^ mice treated topically with DMSO (vehicle ctrl) or 3% ruxolitinib in DMSO daily at the age of 5 M for 4 weeks. (**C**) Percentage of MHC-I or MHC-II expression in HFSCs by flow cytometry (% MHC I *p* = 0.0101, % MHC II all values *p* < 0.0001), (**D**) Immunofluorescence staining and quantification of CD34^+^ (*p* < 0.0001) and Sox9^+^ (WT vs EGFR^ΔEgr2^*p* = 0.0016, WT Ruxo vs EGFR^ΔEgr2^*p* = 0.0011, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0028) HFSCs, (*n* = 18, 3 hair follicles per *n*) (**E**) Hair follicle length as measured from H&E stained skin sections (WT vs EGFR^ΔEgr2^ Ruxo *p* = 0.0417, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0108, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0002), (**F**) TEWL measurement (WT vs EGFR^ΔEgr2^*p* < 0.0001, WT Ruxo vs EGFR^ΔEgr2^*p* = 0.0004, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0002), (**G**) Epidermal thickness measured from H&E stained skin sections (WT vs EGFR^ΔEgr2^ Ruxo and WT Ruxo vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0063) and (**H**) % of αβT cells (WT vs EGFR^ΔEgr2^*p* = 0.0027, WT Ruxo vs EGFR^ΔEgr2^*p* < 0.0001, EGFR^ΔEgr2^ vs EGFR^ΔEgr2^ Ruxo *p* = 0.0096, WT Ruxo vs EGFR^ΔEgr2^ Ruxo *p* = 0.0366) among CD45^+^ immune cells by flow cytometry from EGFR^ΔEgr2^ mice treated topically with DMSO (vehicle ctrl) or 3% ruxolitinib in DMSO daily at the age of 5 M for 4 weeks and the respective WT controls. (**I**) TEWL and representative pictures of EGFR^Δep^ mice treated with 3% ruxolitinib on the right side and DMSO (vehicle ctrl) on the left side over the 4-week treatment period (day 21 and 28 *p* < 0.0001). (**J**) Percentage of MHC-II expression in CD45 negative keratinocytes by flow cytometry of EGFR^Δep^ treated with DMSO (vehicle ctrl) or 3% ruxolitinib on the left and the right ear, respectively (WT vs EGFR^ΔEp^ and WT vs EGFR^ΔEgr2^ Ruxo *p* < 0.0001, EGFR^ΔEp^ vs EGFR^ΔEp^ Ruxo *p* = 0.0006). (**K**–**M**) WT, EGFR^Δep^ and EGFR STAT1^Δep^ mice were analyzed for their hairy coat (**K**), TEWL (WT vs EGFR^Δep^ STAT1, WT vs EGFR^Δep^ and WT STAT1 vs EGFR^Δep^*p* < 0.0001, WT STAT1 vs EGFR STAT1^Δep^*p* = 0.0028, EGFR^Δep^ vs EGFR STAT1^Δep^*p* = 0.0003) (**L**) and for their inflammatory status by FACS for the indicated parameters (KC MHC II *p* < 0.0001, γδTC WT vs EGFR^Δep^*p* < 0.0001 and WT STAT1 vs EGFR STAT1^Δep^*p* = 0.0001, αβTC WT vs EGFR^Δep^*p* = 0.0003 and WT STAT1 vs EGFR STAT1^Δep^*p* = 0.0101, CD11b/Ly6G^+^/Ly6C^int^ % *p* < 0.0001) (**M**). Data is presented in ±SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by One-Way ANOVA with Tukey’s posthoc correction, *n* ≥ 2. Source data are available online for this figure.

In order to extrapolate the mechanism and the therapeutic protocol to the full-scale skin inflammation model, we applied the JAK1/2 inhibitor to the right side (including the ear) of mice lacking EGFR in the complete epidermal compartment (EGFR^Δep^ mice) with the left side treated with vehicle control (Fig. 5I,J). Similar to the results from the EGFR^ΔEgr2^ folliculitis model, topical JAK1/2 inhibition re-established skin barrier function, restored visible hair growth and reduced MHC expression on the treated side (right side) of the mice (Fig. 5I,J). Especially the restored epidermal barrier function and the hair regrowth indicate the successful preclinical therapeutic approach to treat the full-blown skin inflammation. We next crossed EGFR^Δep^ mice with STAT1 floxed animals and could observe similar prophylactic effects as with the EGFR^ΔEgr2^ hair follicle model (compare Fig. 3F–H to Fig. 5K–M). In contrast to the prophylactic and the therapeutic setting (treatment initiated in 5-month-old mice), fully scarred 10-month-old EGFR^Δep^ mice did not exhibit hair regrowth in response to JAK inhibitor treatment (Fig. EV4E,F).

We could previously demonstrate that EGFR-controlled ERK signaling prevents the initial barrier disruption during novel hair shaft eruption or outgrowth (Klufa et al, 2019). In order to investigate the involvement of the JAK cascade during this initial structural insult, we treated EGFR^Δep^ mice during hair eruption (starting from p6 until p19) topically with the JAK1/2 inhibitor (Fig. EV4G,H). As expected, this early prophylactic JAK1/2 inhibition did not impact on the initial ERK-dependent barrier breach, but only ameliorated MHC II expression and prevented αβT cell influx. This indicates that the early barrier disruption is independent of JAK1/2 signaling and that hyper-activated JAK-STAT1 drives the chronic phase of hair and skin inflammation. Taken together, we could demonstrate the effectiveness of topical JAK inhibition in reducing skin inflammation, restoring epidermal barrier function and prevention of hair follicle destruction caused by prolonged EGFR dysfunction. These data represent preclinical evidence for the therapeutic potential of JAK inhibitors to manage adverse events during EGFR-inhibitor-targeted cancer therapy and reverse the development of scarring hair follicle destruction.

### Active STAT1 signaling in patients with scarring alopecia

In order to confirm the most important hallmarks of our findings in patients, we next analyzed biopsies of EGFR-inhibitor-treated squamous cell carcinoma (SCC) cancer patients. Comparison of pre- and post-EGFR-inhibitor treatment skin biopsies confirmed epidermal MHC I upregulation (Fig. 6A). Furthermore, we detected elevated phosphorylated STAT1 protein in the clinical samples after EGFR inhibition, indicating its chronic activation (Fig. 6B).

**Figure 6:**
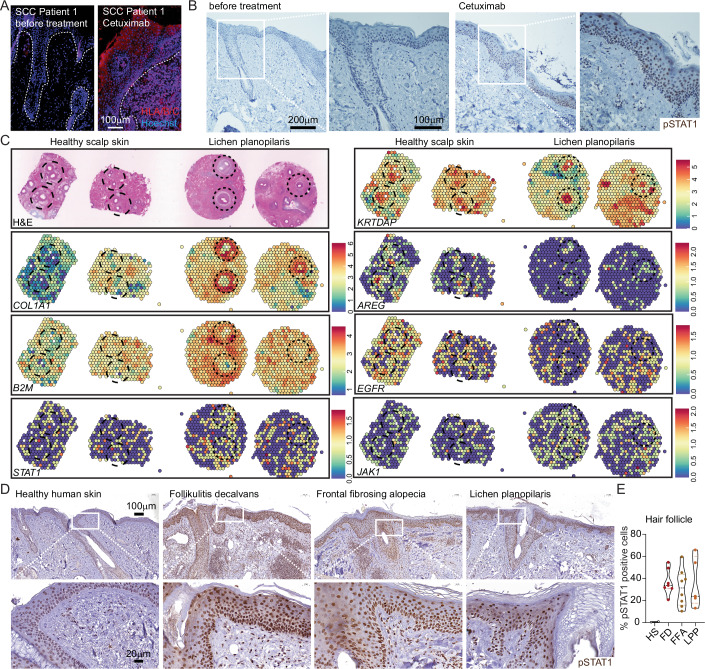
Active JAK-STAT1 signaling signature in patients with scarring alopecia. (**A**) Human skin sections from biopsies of patients before EGFR-inhibitor treatment (left side) and after (right side) stained for MHC-I (red) and Hoechst (blue). Dotted line defines epidermal–dermal border. Images are representative pictures from 2 independent patients. (**B**) Human skin sections stained immunohistochemically for phosphorylated STAT1 protein (pSTAT1) before EGFR-inhibitor treatment and after. Images are representative pictures from 2 independent patients. (**C**) Spatial transcriptomic feature plots of the indicated genes superimposed on the corresponding H&E images. Dataset from Cohen et al (Data ref: Cohen et al, 2024). (**D**) Human skin sections from biopsies of patients before EGFR-inhibitor treatment (normal human skin) and patients with folliculitis decalvans (FD), frontal fibrosing alopecia (FFA) and lichen planopilaris (LPP, as indicated on top) stained for pSTAT1 immunohistochemically. Scale bar is 100 μm for top panel and 20 μm for lower panel. (**E**) Quantification of pSTAT1 staining intensity as analyzed from (**D**). Each dot represents an individual patient sample. See also in EV5B and C. Source data are available online for this figure.

**Figure EV5:**
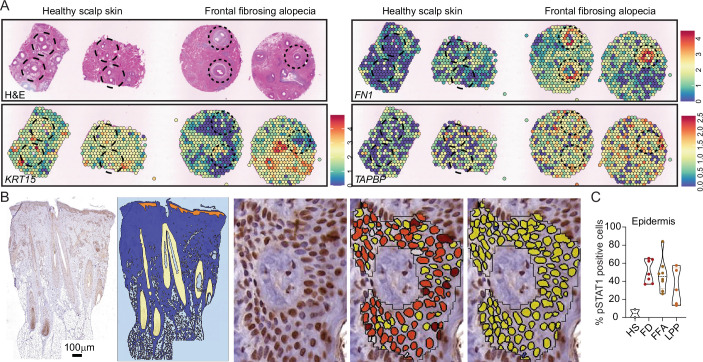
Key features of scarring alopecia in spatial transcriptomics and quantification of phosphorylated STAT1 in human clinical samples. (**A**) Spatial transcriptomic feature plots of the indicated genes superimposed on the corresponding H&E images. The H&E image is also available at Fig. 6C. Dataset from Cohen et al (Data ref: Cohen et al, 2024). (**B**) Nuclear staining intensity was quantified using definiens software as indicated. Hair follicles (yellow area) and epidermis (orange area) were separately analyzed. Medium intensity is shown in red. (**C**) Quantification of pSTAT1 staining intensity in the epidermis, *n* ≥ 2.

To extrapolate our findings to scarring alopecia, we screened the here identified key features of our mouse model in a spatial transcriptomic dataset from two patients with lichen planopilaris (LPP) and healthy scalp skin (Figs. 6C and EV5A) (Data Ref: Cohen et al, 2024). We observed the upregulation of the fibrotic markers *COL1A1* and *FN1* and the downregulation of stem cell marker *KRT15* around the hair follicles, identifiable by *KRTDAP* expression and H&E staining, in the LPP biopsies (Figs. 6C and EV5A). Notably, *EGFR* and its ligand *AREG* are markedly downregulated in these patients. In line with our mouse model, we noted the upregulation of MHC-I (*B2M*), antigen processing *TAPBP* and JAK-STAT signature genes *STAT1* and *JAK1* (Figs. 6C and EV5A).

Confirming these transcriptomic data, phosphorylated STAT1 was elevated on protein level in the hair follicle and epidermis of biopsies from folliculitis decalvans (FD), frontal fibrosing alopecia (FFA) and LPP patients (Figs. 6D,E and EV5B,C).

These results emphasize the significance of targeting the JAK-STAT1 signaling hub as a crucial therapeutic strategy in the context of EGFR inhibition and the treatment of human scarring alopecia.

## Discussion

The hairy coat is a survival necessity of mammals, as it protects from life-threatening outer influences like cold or ultraviolet radiation. In humans, reversible or irreversible hair loss, irrespective of the cause, severely affects the Quality-of-Life and psychological well-being of patients (Chiang et al, 2015).

Using hair follicle-specific JAK1/2 and STAT1 knockout mice, we expanded the spectrum of activity of the JAK inhibitors to HFSC-specific protection from chronic inflammation resulting in scarring alopecia. As this condition is considered irreversible and current treatment regimens are only able to delay hair loss, it is of clinical importance that we were able to prophylactically prevent but also therapeutically reverse developing scarring hair follicle destruction using JAK inhibitors in mice.

This suggests that not all HFSCs are destroyed simultaneously, but rather that the HFSC niche is constantly degraded and scarred over time. We observed a decline in HFSCs at 2 month of age during the prolonged anagen phase of the EGFR^ΔEgr2^ and the start of visible hair loss from 3-month-old EGFR^ΔEgr2^ mice onward. Despite that, we were able to effectively regain hair growth up to 5 months of age with therapeutic JAK inhibition. In older mice (e.g., 10 months of age), the complete scarring of the hair follicle then prevents therapeutic intervention indicating the irreversible loss of the stem cell niche. This represents evidence of a therapeutic window for treating scarring hair loss, although, in the various human conditions, it may differ greatly depending on the intensity of the inflammatory insult and the source and potency of the respective JAK-STAT1 activator.

It has been described that JAK inhibitors, although effective in some autoimmune diseases like rheumatoid arthritis or AA, do not necessarily have a clinically stable effect and after the cessation of the therapy, relapses are very common (Horesh et al, 2024; Kennedy Crispin et al, 2016; Tanaka et al, 2022). This might reflect the only temporary inhibiting effect on autoreactive T cells. However, in scarring alopecia a more stable or longer-lasting therapeutic effect could be possible in part due to the here-described multidirectional mode of action, which includes cell-intrinsic restoration of the stem cell niche, blunting the recruitment and activation of the immune effectors, and by the restoration of skin barrier function. In addition, other case studies report successful off-label JAK inhibitor therapy in cases of some scarring alopecia types (Chen et al, 2024; Jerjen et al, 2020; Moussa et al, 2022; Yang et al, 2018). We now present the mechanistic explanation for these unbiased treatment attempts. Clinical trials are underway to disclose, whether JAK inhibitors can impact scarring alopecia in the long-term (NCT05076006, NCT05549934).

Upon EGFR inhibition, the initial immune response does not require the adaptive arm of the immune system. However, during the chronic phase, microbial dysbiosis leads to the recruitment of various T cell subsets to the epidermal compartment. Their cytokine profile indicates Th1, 17 and 2 responses, which are supported by their corresponding innate lymphoid cells, similar to what can be observed in atopic dermatitis (AD) (Howell et al, 2023; Vasquez Ayala et al, 2023). Depleting CD8^+^ T cells expressing IFN-γ identified the driver of hair follicle-specific JAK-STAT1 activation and re-established the HFSC IP. In addition, we identified NK cells as IFN-γ producers, which were synergistically disrupting the IP in our EGFR-specific model system.

Interestingly, transcriptional profiling of the HFSCs revealed a broad upregulation of JAK-STAT potent receptors. Among them the IL4- and IL13 receptors. Recent clinical case studies indicate that blocking IL4 and IL13 during AD-associated alopecia can reverse the hair loss indicating that various JAK-STAT inducers can feed into the HFSC intrinsic cascade (Guttman-Yassky et al, 2022; Howell et al, 2023). This additionally indicates that HFSC-specific inhibition of the JAK-STAT1 cascade might act universally and is independent of the driving cytokines and its cellular source.

Therefore, it would be beneficial for patients with scarring alopecia, irrespective of the type, to screen for therapeutic markers highlighting JAK-STAT1 activity or JAK-inhibitor sensitivity to predict treatment efficiency or success. Common genetic signatures of cicatricial alopecia patients, identified fibrosis, immune cell pathways and susceptibility of frontal fibrosing alopecia with a locus containing the MHC-I region (Tziotzios et al, 2019; Wang et al, 2022). We could readily visualize the phosphorylation of STAT1 and the upregulation of MHC-I on epidermal cells from patients under EGFR-inhibitor therapy and the pSTAT1 signature in patients with cicatricial alopecia. These might represent possible candidates and readily available diagnostic markers for pre-screening patients with hair loss. However, more stable targets downstream of JAK-STAT1 like the interferon induced proteins like IFITM3 or soluble indicators measurable in liquid biopsies could help to effectively stratify patients in the future.

The molecular mechanism by which EGFR regulates the JAK-STAT1 sensitivity of epidermal cells might be ultimately driven by cell-intrinsic JAK-STAT receptor over-expression and simultaneous down-modulation of negative feedback mechanisms like SOCS3 as we could show here. EGFR might play a role in the overall downregulation of interferon pathways, since virus-activated EGFR has also been shown to suppress IFN signaling during viral infection, thereby decreasing antiviral defense (Ueki et al, 2013). EGFR, apart from regulating epidermal ERK and AKT signaling, is known to feed into the STAT3 cascade. Therefore, it is possible that the decline of epidermal EGFR-mediated STAT3 signaling switches the balance in favor of STAT1 activation as it is described for STAT3 knockout conditions in various model systems including cancer cells (Concha-Benavente et al, 2013).

Furthermore, we demonstrate a hyper-proliferative state in EGFR-deficient hair follicle stem cells leading to a prolonged anagen phase, potentially to counteract apoptosis, inflammation, wound healing, and fibrosis. As only quiescent stem cells evade immune surveillance, this compensatory mechanism could contribute to the overall loss of IP (Agudo et al, 2018). It is intriguing to speculate that similar mechanisms of IP preservation in HFSCs, identified in this study, are also active in various EGFR-dependent solid tumors and that EGFR inhibition renders them more immunogenic, thereby supporting anti-cancer therapy efficiency. Indeed, it is a long-standing observation that the overall survival of cancer patients positively correlates to their EGFR-targeted anti-cancer therapy’s adverse events (Pérez-Soler, 2003). Our study, however, indicates that the cell intrinsic JAK-STAT1 sensitivity introduced by the lack of EGFR also needs to be triggered and driven by the immune cell compartment, which opens room for improving or boosting the therapy effect by JAK activators.

Vice versa, further studies need to evaluate the feasibility of using JAK-inhibitors to treat EGFR-inhibitor induced adverse events, as JAK-inhibitors are predicted to rather support cancer growth by blunting the activity of cytotoxic T-cells. However, an anti-tumorigenic role has been attributed to STAT3, not STAT1, signaling in cytotoxic CD8 T cells (Sun et al, 2023). Therefore, topical application of specific JAK-inhibitors in this setting is crucial for the benefit of the patient and cancer therapy outcome.

Taken together, our study identifies EGFR as cell intrinsic immune modulator, which tightens the strings on the JAK-STAT1 cascade to prevent inflammatory destruction of evolutionary important tissues like the hair follicle.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
Mouse: K5cre x EGFRfl/fl	Lichtenberger et al, 2013	N/A
Mouse: K5-SOS	Sibilia et al, 2000	N/A
Mouse: K5cre x EGFRfl/fl, K5-SOS transgenic	Klufa et al, 2019	N/A
Mouse: Egr2cre (Egr2tm2(cre)Pch/J)	The Jackson Laboratory	Strain #:025744
Mouse: Egr2cre x EGFRfl/fl	This study	N/A
Mouse: JAK1^fl/fl^ (C57BL/6N-Jak1tm1c(EUCOMM)Hmgu/H)	Dr. Alexander Dohnal	N/A
Mouse: JAK2^fl/fl^	Wagner et al, 2004; Krempler et al, 2004	N/A
Mouse: STAT1^fl/fl^	Wallner et al, 2012	N/A
Mouse: Egr2cre x JAK1^fl/fl^ JAK2^fl/fl^ EGFRfl/fl	This study	N/A
Mouse: Egr2cre x STAT1^fl/fl^ EGFRfl/fl	This study	N/A
**Antibodies**		
Armenian hamster anti-mouse TCR γ/δ Antibody, FITC, 1:200	Biolegend	Cat# 118106, RRID: AB_313830
Rat anti-mouse/human CD11b Antibody, Pacific Blue, 1:200	Biolegend	Cat# 101224, RRID: AB_755986
Rat anti-mouse Ly-6G Antibody anti-Ly-6G, Alexa Fluor 700, 1:100	Biolegend	Cat# 127622, RRID: AB_10643269
Rat anti-mouse I-A/I-E Antibody, APC/Cy7, 1:400	Biolegend	Cat# 107628, RRID: AB_2069377
Armenian hamster anti-mouse TCR β chain Antibody, PE, 1:200	Biolegend	Cat# 109208, RRID: AB_313431
Rat Anti-Langerin/CD207 Antibody (929F3.01), Alexa Fluor 488, 1:200	Dendritics	Cat# DDX0362A488, RRID: AB_1148740
Rat anti-mouse I-A/I-E antibody, PE, 1:400	Biolegend	Cat# 107608, RRID: AB_313323
Rat anti-mouse/human langerin/CD207, Alexa Fluor 488, 1:200	Dendritics	Cat# DDX0362 929F3.01
Rabbit anti-mouse Ki67, 1:200	Abcam	Cat# ab15580, RRID: AB_443209
Rabbit anti-mouse Vimentin, 1:100	Cell Signalling	Cat# 5741, RRID: AB_10695459
Rabbit anti-mouse Caspase 8, 1:200	Abcam	Cat# ab25901, RRID: AB_448890
Rabbit anti-mouse EGFR, 1:1000	Bio-Techne	Cat# AF1280, RRID: AB_354717
Rat anti-mouse E-Cadherin, 1:200	Abcam	Cat# ab11512, RRID: AB_298118
Rat anti-mouse CD34, 1:200	eBiosciences	Cat# 13-0341, RRID: AB_466424
Rabbit anti-mouse Sox9, 1:1000	Millipore	Cat# AB5535, RRID: AB_2239761
Rabbit anti-mouse Keratin 15, 1:200	Abcam	Cat# ab52816, RRID: AB_869863
Mouse anti-mouse alpha smooth muscle actin, 1:200	Abcam	Cat# ab7817, RRID: AB_262054
Rabbit anti-mouse CD3, 1:200	Abcam	Cat# ab16669, RRID: AB_443425
Rabbit anti-mouse CD4, 1:200	Abcam	Cat# ab183685, RRID: AB_2686917
Rabbit anti-mouse CD8, 1:200	Abcam	Cat# ab217344, RRID: AB_2890649
Goat anti-mouse CD45, 1:200	Bio-Techne	Cat# AF114, RRID: AB_442146
Rat anti-mouse FOXP3, 1:100	Thermo Fisher Scientific	Cat# 14-5773-82, RRID: AB_467576
Brilliant Violet 650™ anti-mouse I-A/I-E, 1:200	Biolegend	Cat#107641, RRID: AB_2565975
PE anti-mouse IFN-γ, 1:100	Biolegend	Cat# 505807, RRID: AB_315401
Rat Anti-Mouse CD45 (30-F11), PerCp, 1:200	TonboTM	Cat# 67-0451
PE/Cyanine7 anti-mouse CD335 (NKp46), 1:200	Biolegend	Cat# 137617, RRID: AB_11218594
Alexa Fluor® 647 anti-mouse IL-17A, 1:100	Biolegend	Cat# 506911, RRID: AB_536013
Rat Anti-Mouse Ly-6G/Ly-6C (Gr-1) (RB6-8C5), redFluor™ 710, 1:200	TonboTM	Cat# 80-5931
APC/Fire™ 750 anti-mouse TCR β chain, 1:200	Biolegend	Cat# 109245, RRID: AB_2629696
FITC anti-mouse NK-1.1 Antibody, 1:200	Biolegend	Cat# 108705, RRID: AB_313392
PE anti-mouse CD314 (NKG2D), 1:200	Biolegend	Cat# 115605, RRID: AB_313658
APC Anti-mouse TCR γ/δ, 1:200	Biolegend	Cat# 118115, RRID: AB_1731824
PE/Cyanine7 anti-mouse I-A/I-E, 1:200	Biolegend	Cat# 107629, RRID: AB_2290801
Brilliant Violet 650™ anti-mouse CD45, 1:200	Biolegend	Cat# 103151, RRID: AB_2565884
PE anti-mouse CD326 (Ep-CAM), 1:200	Biolegend	Cat# 118205, RRID: AB_1134176
PE/Cyanine7 anti-mouse CD326 (Ep-CAM), 1:200	Biolegend	Cat# 118215, RRID: AB_1236477
FITC Rat anti-Mouse CD34, 1:200	eBiosciences	Cat# 11-0341-82 RRID: AB_1645242
APC anti-mouse CD200 (OX2), 1:200	Biolegend	Cat# 123809, RRID: AB_10900996
PE/Cyanine7 anti-mouse Ly-6A/E (Sca-1), 1:200	Biolegend	Cat# 108113, RRID: AB_493597
Alexa Fluor® 700 anti-mouse H-2Kb, 1:100	Biolegend	Cat# 116521, RRID: AB_2750392
PE anti-mouse CD124 (IL-4Rα), 1:200	Biolegend	Cat# 144803, RRID: AB_2561729
PE anti-mouse FOXP3, 1:100	Biolegend	Cat# 126403, RRID: AB_1089118
Ultra-LEAF™ Purified anti-mouse CD16/32 Antibody, 1:1000	Biolegend	Cat# 101330
anti-NK1.1 (clone PK136)	(Drobits et al, 2012)	N/A
InVivo*Mab* anti-CD8α (clone 2.43)	BioXCell	Cat# BE0061
InVivo*Mab* rat IgG2b isotype control (clone LTF-2)	BioXCell	Cat# BE0090
Rabbit polyclonal to STAT1 (phospho Y701)	Abcam	Cat# ab30645
**Oligonucleotides and other sequence-based reagents**		
Egfr fwd: TTGGAATCAATTTTACACCGAAT	Eurofins	N/A
Egfr rev: GTTCCCACACAGTGACACCA	Eurofins	N/A
H2kb fwd: GTGATCTCTGGCTGTGAAGT	Eurofins	N/A
H2kb rev: GTCTCCACAAGCTCCATGTC	Eurofins	N/A
Gadph fwd: GGGTTCCTATAAATACGGACTGC	Eurofins	N/A
Gadph rev: CCATTTTGTCTACGGGACGA	Eurofins	N/A
**Chemicals, Enzymes and other reagents**		
Kefzol (Cefazolin)	Astro Pharma GmbH	Cat# 2453958
Erlotinib, Free Base	Santa Cruz Biotechnology	Cat# sc-396113
Ruxolitinib	LC Labs	Cat# R-6688
DMSO	Sigma-Aldrich	Cat# D8418
Deoxyribonuclease I	Sigma-Aldrich	Cat# DN25
Trypsin (1:250), powder	Thermo Fisher Scientific	Cat# 27250018
Formalin solution, neutral buffered, 10%	Sigma-Aldrich	Cat# HT501128
Recombinant INFγ	Peprotech	Cat#315-05
Recombinant Murine IL-4	Peprotech	Cat# 214-14
Recombinant Mouse IL-13, CF	Bio-Techne	Cat# 413-ML-005/CF
Recombinant Mouse Oncostatin (OSM), CF	Bio-Techne	Cat# 495-MO-025/CF
Critical Commercial Assays		
Custom Multiplex Cytokine Luminex Assay	Thermo Fisher Scientific	N/A
Trizol LS Reagent	Thermo Fisher Scientific	Cat# 11588616
miRNeasy Micro Kit	Qiagen	Cat# 217084
Superscript IV Reverse Transcriptase	Thermo Fisher Scientific	Cat# 18090050
SYTOX™ Blue Dead Cell Stain	Thermo Fisher Scientific	Cat#10297242
Zombie Aqua Fixable Viability Kit	Biolegend	Cat# B423102
eBioscience™ Foxp3/Transcription Factor Staining Buffer Set	Thermo Fisher Scientific	Cat# 00-5523-00
Precellys® Ceramic kit 2.8 mm, 50 × 2 ml tubes, pre-filled with ceramic beads	VWR	Cat# 432-3752
Compact Dry Swab	HyServe	Cat# 1 002 953
SignalStain® Boost IHC Detection Reagent (HRP, Rabbit)	Cell Signalling Technologies	Cat# 8114
Power SYBR® Green PCR Master Mix	Thermo Fisher Scientific	Cat# 10209284
Chromium Next GEM Single Cell 5’ Kit v2	10x Genomics	Cat# 1000265
**Software**		
FlowJo v10	FlowJo, LLC	https://www.flowjo.com/
GraphPad Prism 8.0.2	GraphPad Software	https://www.graphpad.com/
xPONENT software 3.1	Luminex Corp	N/A
Adobe Illustrator CS6	Adobe Inc.	https://www.adobe.com/
Adobe Photoshop Vers13	Adobe Inc.	https://www.adobe.com/
Halo v3.6.4134.396 and HALO AI 3.6.4134	Indica Labs	https://indicalab.com/halo/
Definiens Tissue Studio 3.0	Definiens	https://definiens.zendesk.com/
R 4.3.2	The Comprehensive R Archive Network	https://cran.r-project.org/
**Other**		
RNA-seq dataset	This study	GSE273571
Single-Cell Seq dataset	This study	GSE273572
Spatial transcriptomics dataset	Cohen et al, 2024	GSE227632

### Mice

EGFR^Δep^ and K5-SOS transgenic mice were generated as previously described in Lichtenberger et al (2013) and Klufa et al (2019). Egr2-Cre mice were purchased from The Jackon Laboratory. EGFR^ΔEgr2^ were generated by crossing Egr2-Cre with mice carrying conditional EGFR alleles EGFR^fl/fl^. STAT1^fl/fl^ were provided by Assoc. Prof. Priv.-Doz. Mag. Dr. Robert Eferl and generated by Wallner et al (2012). JAK1^fl/fl^ and JAK2^fl/fl^ mice were provided by DI Dr Alexander Dohnal, Univ.-Prof. Dr. med.univ. Veronika Sexl and O.Univ.-Prof. Dr. med.vet. Matthias Müller and Univ.-Prof. Dr. Emilio Casanova. JAK2^fl/fl^ mice were generated as described in Wagner et al (2004) and Krempler et al (2004). EGFR STAT1^ΔEgr2^ or EGFR JAK1/2^ΔEgr2^ were generated by crossing EGR2-Cre and EGFR^fl/fl^, STAT1^fl/fl^, JAK1^fl/fl^ and JAK2^fl/fl^, respectively. Conditional knockout mice were kept with food and water ad libitum at the mouse facilities of the Medical University of Vienna and handled according to the standards and regulations approved by the animal experimental ethics committee and the Austrian Ministry of Science and Research (animal license number GZ BMWFW-66.009/0319-V/3b/2019). Corresponding to the Arrive guidelines (Percie du Sert et al, 2020), all experiments were designed to use the smallest number of animals, which are identified in the legends of the Figs. Mice were allocated randomly to experiments and groups independent of sex. In all experimental set-ups, relevant treated and untreated wild type and EGFR^ΔEgr2^ litter mates served as controls. Mice were treated with depletion recombinant antibodies i.p., topical pharmacological inhibitors and systemic antibiotics using the protocols below.

### TEWL measurement

TEWL of dorsal skin was measured with a Tewameter® TM 300 probe attached to the MDD4-display device (Courage + Khazaka) according to the manufacturer’s recommendations.

### Antibiotic treatment

The drinking water of mouse cages was supplemented with cefazolin (0.5 g/L) (Astro Pharma) and replaced twice weekly. For increased cleanliness, cages were changed twice weekly.

### Depletion antibody treatment

For in vivo depletion, mice were administered i.p. twice weekly with 400 µg InVivo*Mab* anti-NK1.1 (clone PK136), 300 µg InVivo*Mab* anti-CD8α (clone 2.43, BioXCell) or InVivo*Mab* rat IgG2b isotype control (clone LTF-2, BioXCell) in respective concentrations for 4 weeks.

### Topical Ruxolitinib treatment

Mice were treated topically daily with 100 µl 3% Ruxolitinib (LC Labs, R-6688) or vehicle control only (DMSO) for 4 weeks.

### Flow cytometric analysis of lymph node single-cell suspensions

Skin-draining lymph nodes were mechanically homogenized and filtered through a 70 μm cell strainer to achieve a single-cell suspension in 2% FBS in PBS. The single-cell suspension was blocked in FC-block CD16/32 (1:100, Biolegend) and subsequently incubated in Zombie Aqua viability stain (1:200, Biolegend for 15 min at room temperature. After another washing step, cells were resuspended in 50 μL staining buffer with the extracellular antibodies (see Table) and incubated for 30 min on ice. Cells were recorded using an LSR-II flow cytometer (BD Biosciences) and analyzed using FlowJo software.

### Fluorescence-activated cell sorting of epidermal single-cell suspensions

Harvested mouse ears were split into the dorsal and ventral sides and incubated in 0.8% trypsin (Gibco, Thermo Fisher Scientific) in PBS at 37 °C for 45 min. Dorsal skin was placed on 0.25% trypsin in DMEM and incubated at 4 °C overnight. The epidermis was separated from the dermis, further, digested in 250 µg/ml DNAseI (Sigma-Aldrich) for 30 min at 37 °C, and washed and filtered using a 70 µm cell strainer.

Single-cell suspensions were subsequently blocked with FC-block CD16/32 (Biolegend) and either stained with extracellular fluorescent antibodies at 4 °C for 30 min and prior flow cytometric analysis SYTOX™ Blue Dead Cell Stain (1:1000, Thermo Fisher Scientific) was added. For intracellular staining of epidermal single-cell suspensions, cells were stained with Zombie Aqua viability stain (1:200, Biolegend) for 15 min at room temperature, following an extracellular antibody staining mix. Next, cells were fixed in 3% Formalin solution (Sigma-Aldrich) in PBS for 10 min and permeabilized in Perm/Wash buffer (BD, 1:10) for 20 min at room temperature. Fluorescent antibodies for intracellular cytokines were added to Perm/Wash buffer and incubated for 30 min on ice. Cells were recorded using an LSR-II flow cytometer (BD Biosciences) or Cytek™ Aurora and analyzed using FlowJo software.

### Bulk RNA sequencing

Using the protocol above for Fluorescence-activated cell sorting of epidermal single cell suspensions, viable CD45^-^CD34^+^Sca-I^-^ cells were sorted from epidermal single cell suspensions of 1-month-old EGFR^ΔEgr2^ (*n* = 3) and littermate controls (*n* = 3) into Trizol LS Reagent (Thermo Fisher Scientific) using a FACS Aria III. RNA was extracted with the column-based miRNeasy Micro Kit (Qiagen) according to the manufacturer’s protocol. cDNA synthesis was performed with Superscript IV Reverse Transcriptase (Thermo Fisher Scientific). The main targets were confirmed by real-time PCR using SYBR-Green (Thermo Fisher Scientific). Samples were sent to Novogene, UK for quality control, library preparation and sequencing using Novaseq PE150. The kallisto pipeline was used to quantify the counts from the raw sequencing data (Bray et al, 2016). Differential gene expression analysis was performed using DESeq2 and Gene Set Enrichment Analysis (Love et al, 2014).

### Single-cell RNA sequencing

Using the protocol above for Fluorescence-activated cell sorting of epidermal single cell suspensions, 12,000 viable CD45^-^Sca-I^-^ cells and 12,000 viable CD45^+^ were sorted from pooled epidermal single cell suspensions of 3-month-old EGFR^ΔEgr2^ (*n* = 4) into a 0.04% BSA solution using a BD FACSMelody™ Cell Sorter (Biosciences). Single-cell cDNA libraries were generated using the droplet-based Chromium Next GEM Single Cell 5’ Kit v2 (Cat.nr. 1000265, 10x Genomics) following manufacturer’s instructions. Libraries were sequenced on insert machine name. The CellRanger pipeline version 7.0.0 was used to process raw sequencing files and produce feature-barcode matrices which were further analyzed in using several R packages. Most analyses were carried out using functions from the Seurat package (Hao et al, 2021) unless otherwise noted. First, ambient RNA contamination, which is commonly observed in droplet-based scRNA-seq methods, was corrected by using the SoupX package (Young and Behjati, 2020). Corrected count matrices were then imported into the standard Seurat workflow which includes initial quality control steps and filtering, cell cycle scoring, normalization, dimensionality reduction, clustering, and visualization. Doublets were identified using the scDblFinder package (Germain, 2022). For the downstream analysis, we included 5291 cells which passed quality control parameters (singlets, number of genes ≥300, number of UMIs ≥500, percentage of mitochondrial reads <5%). Cell cycle scoring and the difference between G2M and S phase scores (“CC.Difference”) were calculated. Normalization was carried out using the SCTransform function with CC. Difference and percentage of mitochondrial reads set as variables to regress. For dimensionality reduction and visualization purposes, we used the RunPCA and RunUMAP functions of Seurat. For clustering and cluster marker identification, we used Seurat’s FindNeighbours, FindClusters and FindAllMarkers functions. Clusters were manually annotated using published single-cell datasets of mouse skin (Joost et al, 2016). Predicted ligand-receptor interactions were determined with the CellChat package (Jin et al, 2021).

### Ex vivo skin explant

Ex vivo skin explants were prepared as described previously (Bauer et al, 2021). Fresh mouse ears were split and floated dermal side down on 1 ml RPMI medium containing 10% FBS and in a 24-well plate at 37 °C for 48 h (Bauer et al, 2021). Medium was supplemented with 120 ng/mL INFγ, 20 ng/mL IL-4 (Preprotech), 20 ng/mL OSM or 20 ng/mL IL-13 (Bio-Techne). Analysis was performed using the protocol above for fluorescence-activated cell sorting of epidermal single-cell suspensions.

### Keratinocyte culture

Epidermal single-cell suspensions were isolated as previously described for fluorescence activated cell sorting and cultured on fibronectin-coated dishes in keratinocytes growth medium 2 (Promo2) supplemented with 0.02 mM CaCl_2_ (Promo Cell), growth supplements (1:40), and Penicillin/Streptavidin (1:100, Sigma). 80% confluent cells were treated with Erlotinib (10 mM; Santa Cruz Biotechnology) for 24 h. Next, the medium was supplemented with 120 ng/mL INFγ (Peprotech) and 400 nM Ruxolitinib (LC Labs, R-6688).

### Full skin protein lysates and Luminex

Snap-frozen dorsal skin was added to RIPA lysis buffer, supplemented with Protease Inhibitor Cocktail (Roche) and homogenized using a Precellys 24 homogenizer (Bertin). Skin lysates were centrifuged at 14,000 × *g* for 15 min at 4 °C to remove cell debris. For protein quantification, lysates were thawed on ice and subjected to Bradford protein quantification, according to the manufacturer’s protocol (Biorad). 70–100 μg total protein was used for each assay. Multiplex Luminex assays (Thermo Fisher Scientific) were performed according to the manufacturer’s recommendations and measured on a Luminex MAGPIX System using the xPONENT Software.

### Epidermal sheets

Epidermal sheets were prepared as described previously (Klufa et al, 2019). Briefly, mouse tail sheets were floated on 3.8% ammonium thiocyanate for 25 min and fixed with 4% para-formaldehyde (PFA) for 30 min at room temperature before immunofluorescence staining.

### Histological immunofluorescence and immunohistochemistry analysis

Dorsal skin was fixed in 4% PFA, embedded in a paraffin block and cut into 4 µm sections. After dewaxing and rehydration, sections were stained with hematoxylin and eosin (H&E), according to standard procedures of Papanicolaou. For immunofluorescence stainings, skin samples were heated in antigen retrieval solution using Dako Target Retrieval Solution (dilution 1:10, pH = 6 or pH = 9). For immunohistochemistry, samples were treated with 3% H_2_O_2_ before blocking. All samples were blocked with 5% horse or goat serum in 2% BSA TBS-T for 1 h in a humidified slide chamber at room temperature and stained with primary antibodies at 4 °C overnight. The next day, slides were rinsed and incubated with an appropriate secondary fluorescence antibody (1:400) and Hoechst (Sigma-Aldrich) or with Signal stain Boost IHC Detection reagent (HRP) for 2 h in a dark humidified slide chamber. Tissue sections were mounted, and immunofluorescence pictures were taken using a Nikon Eclipse i80 microscope. For immunohistochemistry, skin tissues was stained with a DAB kit and hematoxylin. Slides were scanned and analyzed using Definiense or Halo software.

### Human skin specimens and proof-of-concept treatment

All experiments conform to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Paraffin-embedded biopsy samples from folliculitis decalvans (*n* = 7), frontal fibrosing alopecia (*n* = 8) and lichen planopilaris (*n* = 5) patients were obtained from the biobanks of the Departments of Dermatology at the University Hospital Düsseldorf and the Medical University of Vienna (Ethics approval ID 2016075402, Heinrich-Heine University, 40225 Duesseldorf, Germany; Ethics approval 1354/2021, Medical University of Vienna). In addition, skin biopsies were available from two patients from the Department of Dermatology Rudolfstiftung Hospital (Vienna, Austria) who received cetuximab for the treatment of inoperable SCC and gave consent for the retrospective use of their data and samples. See more details in Klufa et al (Klufa et al, 2019).

### Spatial transcriptomics

Published Visium V1 data from Cohen et al (2024) (Data Ref: Cohen et al, 2024) were used for the spatial transcriptomic analysis of human LPP. Already processed spaceranger output files were downloaded from GEO with the accession number GSE227632. In addition, tissue_positions_list.csv, scalefactors_json.json files and a high resolution H&E image were provided by authors. The data included 2 healthy and 2 scarring alopecia tissue sections on one Visium V1 capture area. Data analysis was carried out in R version 4.3.2 and using the Seurat package version 5.0.3. and closely followed the Seurat vignette for processing Visium datasets (Hao et al, 2024). Briefly, the Seurat object was created using Read10X and Read10X_Image functions followed by normalization and variance stabilization with SCTransform. Gene expression was then plotted with the SpatialFeaturePlot function.

### Statistics

Statistical analyses were performed with GraphPad Prism 8.0 software. Data were tested for normal distribution by the Shapiro–Wilk test. In cases of normal distribution Student’s unpaired two-tailed t-test for comparisons of two groups or parametric One-way ANOVA analysis with Tukey’s pairwise comparisons were used to compare more than two groups. Experiments were repeated independently at least two times with similar results. Dot plots depict biological replicates unless otherwise stated (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). The data are shown as mean ± SEM. All experiments were conducted non-blindly, and we included all samples in our analyses.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

RNA-seq datasets are publicly available on Gene Expression Omnibus (GEO) database under RNA-Seq data: Gene Expression Omnibus GSE273571. scRNA-Seq data: Gene Expression Omnibus GSE273572. Source data for Fig. 4 is available at Biostudies BSST1687. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-024-00166-3.

# Supplementary material for: JAK-STAT1 as therapeutic target for EGFR deficiency-associated inflammation and scarring alopecia
**Source:** EMBO Mol Med. 2024 Nov 9;16(12):7. doi: 10.1038/s44321-024-00166-3
**Supplement:** Supplementary file 7 — Expanded View Figures

Expanded View Figures

Figure EV1. Hair follicle-specific EGFR deletion induces epidermal immune infiltrate and microbiota-driven inflammatory hair follicle destruction.

(A) Representative pictures of the gating strategy of FACS analysis of epidermal single cell suspensions (WT and EGFR^{ΔEgr2} mice). CD34⁺ Sca-1⁻ HFSC, CD34⁺ Sca-1⁻ HF and Sca-1⁺ IFE among CD45⁺ keratinocytes. γδTCR^{hi} dendritic epidermal T cells (DETC), γδTCR^{int} γδT cells (γδTC), αβT cells (αβTC), CD11b⁺Gr-1⁺ neutrophils, NK1.1⁺ Nkp46⁺ natural killer (NK) cells, CD11b⁺Epcam⁺ Langerhans cells (LC) among CD45⁺ immune cells. (B) FACS analysis of αβT cells (WT vs EGFR^{Δep} $p = 0.0067$, EGFR^{Δep} vs WT Abx $p = 0.001$, EGFR^{Δep} vs EGFR^{Δep} K5-SOS Abx $p = 0.0057$) and γδT cells (WT vs EGFR^{Δep} K5-SOS $p < 0.0001$, EGFR^{Δep} vs EGFR^{Δep} K5-SOS $p = 0.013$, EGFR^{Δep} K5-SOS vs WT Abx $p < 0.0001$, EGFR^{Δep} K5-SOS vs EGFR^{Δep} Abx $p = 0.0026$, EGFR^{Δep} K5-SOS vs EGFR^{Δep} K5-SOS Abx $p = 0.0004$) among CD45⁺ immune cells at 2 M. Each dot represents an independent mouse. Mouse models as indicated in the graph. (C) Kaplan-Meier survival plot of EGFR^{ΔEgr2} mice or WT. (D) Quantification of EGFR immunohistochemistry staining by Definiens software. Percentage of EGFR expression in hair follicle ($p = 0.0165$) and epidermis of EGFR^{ΔEgr2} mice or WT at 3 M. (E) Representative pictures of hair follicle length measured from hematoxylin and eosin (H&E) stained skin sections marked in yellow dotted lines of WT or EGFR^{ΔEgr2}. (F) Sox9 (red) and CD34 (green) positive stem cells of WT and EGFR^{ΔEgr2} mice at 2, 3, and 5 months. Quantified by Halo AI software in percentage of the hair follicle (CD34⁺ $p = 0.0227$, Sox9⁺ $p = 0.0055$). (G) Timeline P8-P150 showing representative pictures of H&E stainings of WT and EGFR^{ΔEgr2}. Data is presented in $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$ by One-Way ANOVA with Tukey's posthoc correction, $n \geq 3$.

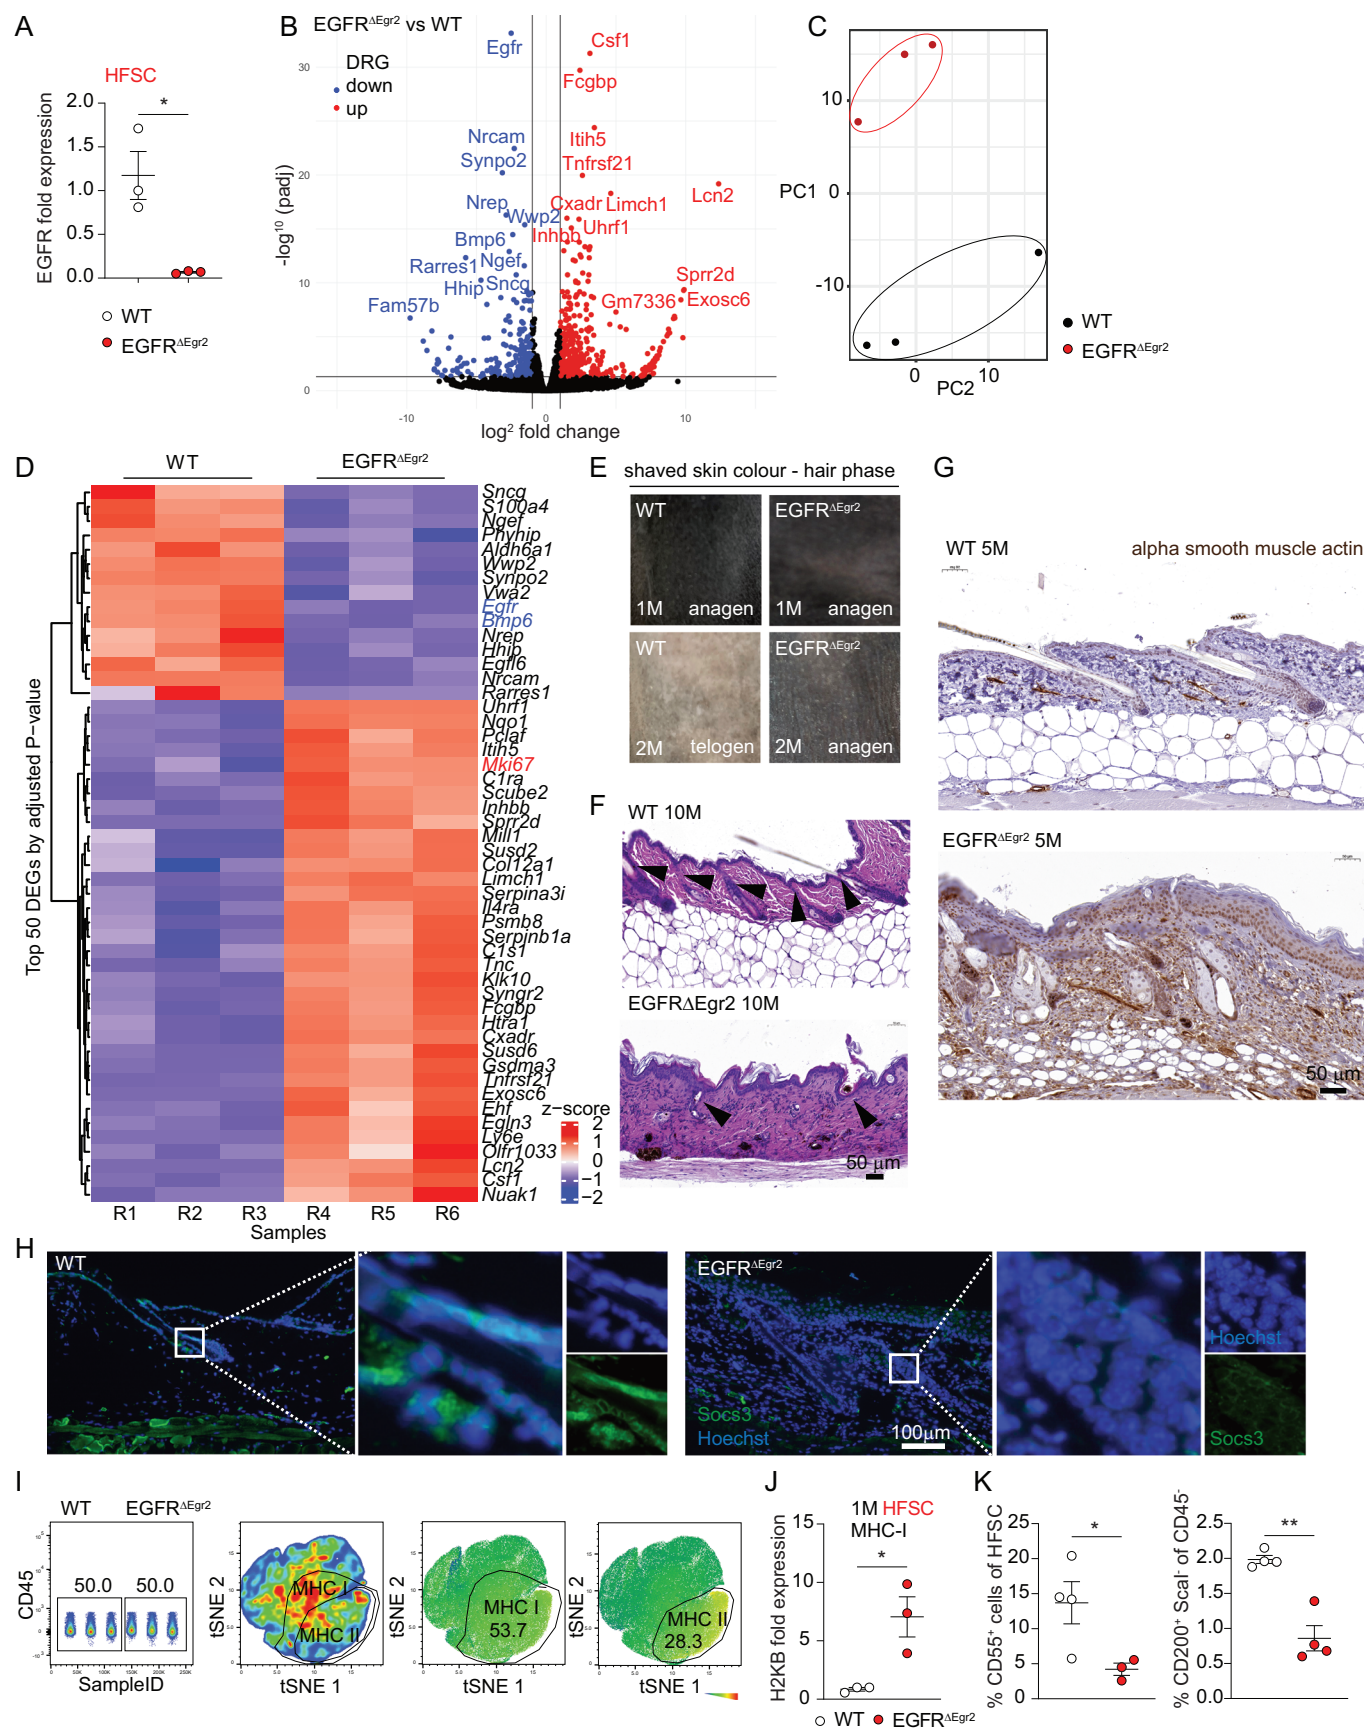

◀ **Figure EV2. RNA profiling of FACS sorted EGFR-deficient hair follicle stem cells before scarring hair follicle destruction.**

(A) Real-time PCR of EGFR expression of sorted CD34⁺Scal⁺ HFSCs of WT and EGFR^{ΔEgr2} mice at 1 M. Data is presented in $\pm$ SEM, $p = 0.0156$ by unpaired t-test, $n \geq 3$. (B) Volcano plot of differentially expressed genes (blue downregulated, red upregulated) of RNA sequencing analysis of CD34⁺ HFSCs from WT vs EGFR^{ΔEgr2} mice. Data shown as fold change ($\log_2$) and p -value ($-\log_{10}$). DESeq2 including local dispersion estimation and Independent Hypothesis Weighting (IHW) (x) to estimate false discovery rates and power maximization were used for statistical analysis (Ignatiadis et al, 2016). (C) Principal component (PC) analysis of the RNAseq dataset. (D) Heatmap of z-scores of top 50 differentially expressed genes by adjusted p -value of the RNAseq dataset. Genes of special interest are marked in red (up) or blue (down). Statistics DESeq2 as in (B). (E) Pictures of shaved backs of WT or EGFR^{ΔEgr2} at 1 M and 2 M of age. (F) Representative H&E stained skin sections for counting the number of hair follicle units per 1500 μ m of WT and EGFR^{ΔEgr2} skin at 10 M of age. Black arrowheads indicate counted hair follicles. (G) Representative alpha smooth muscle actin staining on skin sections of WT and EGFR^{ΔEgr2} skin at 5 M of age. (H) Immunofluorescence staining of SOCS3 in green of WT and EGFR^{ΔEgr2} mouse skin sections at 3 M. (I) tSNE FACS gating strategy of MHC-I and MHC-II expression among CD45⁺ keratinocytes of WT or EGFR^{ΔEgr2} at 5 M of age. (J) Real-time PCR of MHC-I expression (H-2Kb) of sorted CD34⁺ Scal⁺ HFSCs of WT or EGFR^{ΔEgr2} mice at 1 M of age ($p = 0.0229$). (K) CD55 ($p = 0.0481$) and CD200 ($p = 0.001$) surface expression in HFSCs and HF of WT and EGFR^{ΔEgr2} mice by FACS analysis. Data is presented in $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$ by unpaired t-test, $n \geq 3$.

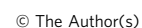

◀ **Figure EV3. Single-cell analysis identified hair follicle and immune cell populations in EGFR^{ΔEgr2} mouse epidermal cell suspensions and cytokine impact of HF specific MHC expression.**

(A) Top 3 differentially expressed genes of every cluster of single-cell RNA sequencing analysis of epidermal CD45⁺ immune cells and CD45⁺ Sca-1⁺ hair follicle cells in EGFR^{ΔEgr2}. Wilcoxon rank sum test and Bonferroni correction for statistical analysis. (B) Ex vivo WT skin explants treated with indicated cytokines with or without erlotinib for 48 h. FACS analysis of MHC-I and -II expressions in CD200⁺ HF cells. (C) Top 30 differentially expressed genes of CD8 and NK cell cluster. (D) Confirmation of CD8 T cell (WT $p = 0.0481$, EGFR^{ΔEgr2} $p = 0.0246$) and (E) NK cell depletion by FACS analysis of EGFR^{ΔEgr2} mice and their respective controls. (F) IF staining of CD34⁺ and Sox9⁺ stem cells in skin sections of EGFR^{ΔEgr2} treated with the indicated depletion antibodies and the respective controls. Data is presented in $\pm$ SEM, * $p < 0.05$ by One-Way ANOVA with Tukey's posthoc correction, $n \geq 3$.

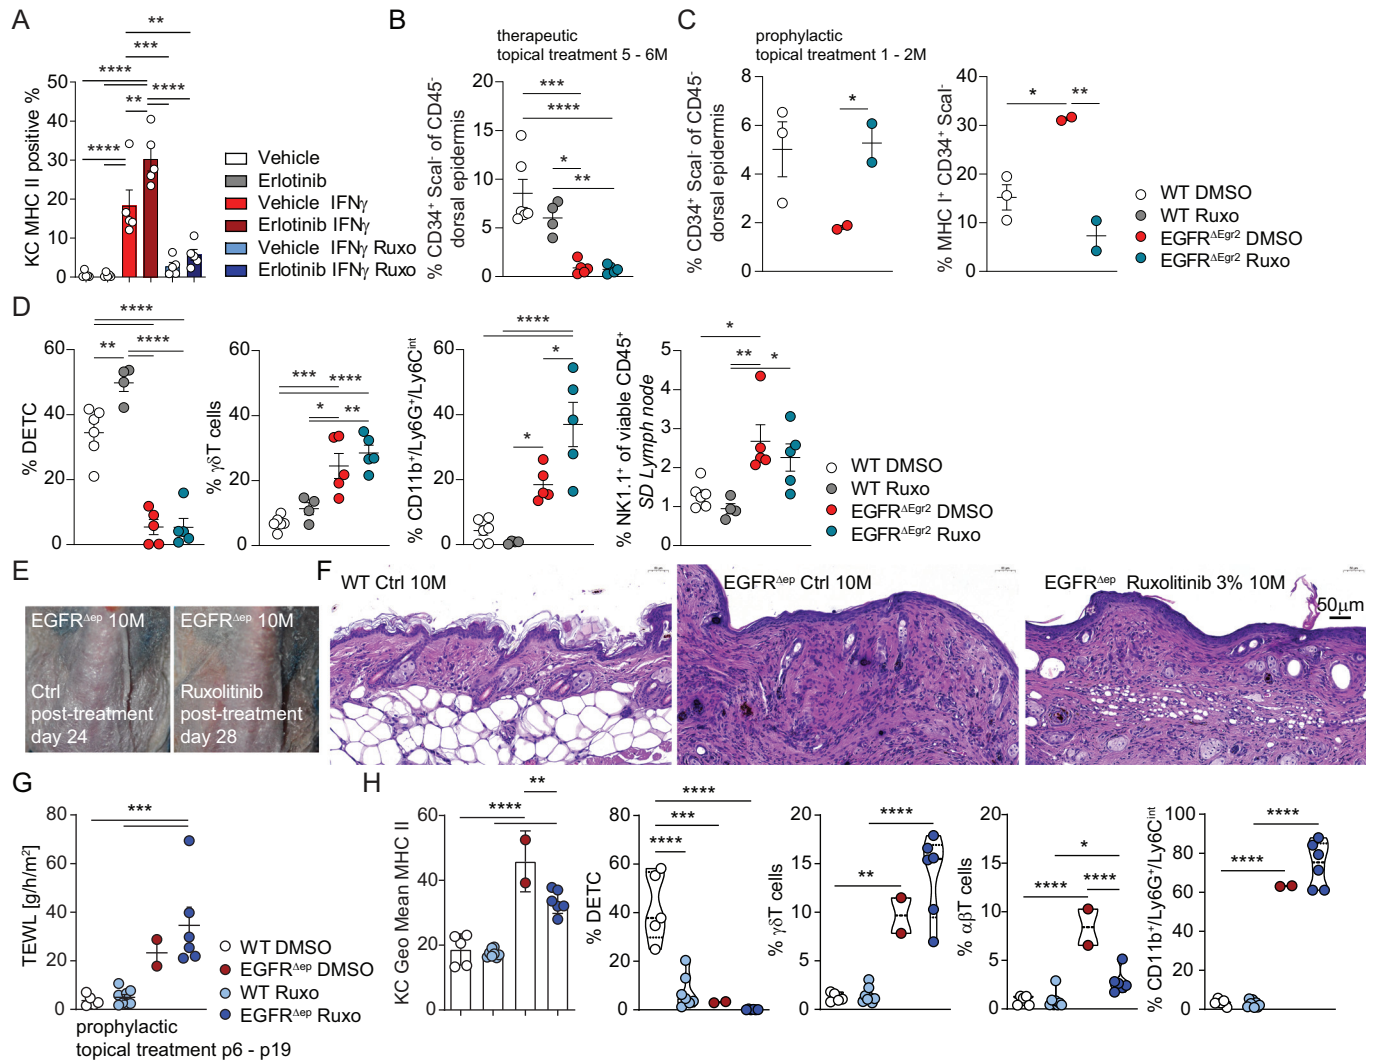

Figure EV4. Therapeutic and prophylactic JAK inhibition ameliorates skin inflammation in EGFR $\Delta Egr2$ and EGFR Δep mice.

(A) MHC-II expression of in vitro primary murine KCs of WT mice treated with IFN γ and JAK1/2 inhibitor (ruxolitinib) with or without the EGFR-inhibitor erlotinib (Veh vs Veh IFN γ , Veh vs Erlotinib IFN γ , Erlotinib vs Veh IFN γ and Erlotinib vs Erlotinib IFN γ $p < 0.0001$, Veh IFN γ vs Erlotinib IFN γ $p = 0.0085$, Veh IFN γ vs Erlotinib IFN γ Ruxo $p = 0.0005$, Veh IFN γ vs Erlotinib IFN γ Ruxo $p = 0.0054$, Erlotinib IFN γ vs Veh IFN γ Ruxo and Erlotinib IFN γ vs Erlotinib IFN γ Ruxo $p < 0.0001$). (B) Summary of FACS analysis of CD34 $^{+}$ hair follicle stem cells from 5 M old WT and EGFR $\Delta Egr2$ mice treated therapeutically with DMSO or ruxolitinib in DMSO for 1 month (WT vs EGFR $\Delta Egr2$ $p = 0.0001$, WT vs EGFR $\Delta Egr2$ Ruxo $p < 0.0001$, EGFR $\Delta Egr2$ vs WT Ruxo $p = 0.0121$, WT Ruxo vs EGFR $\Delta Egr2$ Ruxo $p = 0.0098$). (C) FACS analysis of HFSC ($p = 0.0493$) and MHC-I expression (WT vs EGFR $\Delta Egr2$ $p = 0.0224$, EGFR $\Delta Egr2$ vs EGFR $\Delta Egr2$ Ruxo $p = 0.0076$) on EGFR $\Delta Egr2$ and WT mice treated prophylactically with 3% ruxolitinib from 1 to 2 M of age. (D) FACS analysis of epidermal CD45 $^{+}$ immune cells of EGFR $\Delta Egr2$ and WT treated therapeutically with 3% Ruxolitinib from 5 M to 6 M (DETC: WT vs WT Ruxo $p = 0.0088$, other $p < 0.0001$, $\gamma\delta$ T cells: WT vs EGFR $\Delta Egr2$ $p = 0.0004$, WT vs EGFR $\Delta Egr2$ Ruxo $p < 0.0001$, EGFR $\Delta Egr2$ vs WT Ruxo $p = 0.0115$, WT Ruxo vs EGFR $\Delta Egr2$ $p = 0.0012$, CD11b/Ly6G $^{+}$ /Ly6C ^{int} : WT vs EGFR $\Delta Egr2$ Ruxo and WT Ruxo vs EGFR $\Delta Egr2$ Ruxo $p < 0.0001$, EGFR $\Delta Egr2$ WT Ruxo $p = 0.0265$, EGFR $\Delta Egr2$ vs EGFR $\Delta Egr2$ Ruxo $p = 0.0131$, NK1.1: WT vs EGFR $\Delta Egr2$ $p = 0.0142$, EGFR $\Delta Egr2$ vs WT Ruxo $p = 0.0056$, WT Ruxo vs EGFR $\Delta Egr2$ Ruxo $p = 0.0381$). (E, F) Representative pictures of the skin (E) and H&E stainings (F) of WT, EGFR $\Delta Egr2$ mice treated topically with DMSO (vehicle ctrl) or 3% ruxolitinib in DMSO daily at the age of 10 M for 4 weeks. (G, H) WT and EGFR Δep mice were treated prophylactically with 3% Ruxolitinib or DMSO starting from P6 until P19 and TEWL (WT vs EGFR $\Delta Egr2$ Ruxo $p = 0.0007$, WT Ruxo vs EGFR $\Delta Egr2$ Ruxo $p = 0.0003$) was measured from the back-skin (G). FACS analysis of these mice for inflammatory parameters (KC MHC II: EGFR $\Delta Egr2$ vs EGFR $\Delta Egr2$ Ruxo $p = 0.0056$, other p values < 0.0001 , DETC: all p values < 0.0001 , $\gamma\delta$ T cells: WT vs EGFR $\Delta Egr2$ $p = 0.0036$, EGFR $\Delta Egr2$ vs WT Ruxo $p = 0.0027$, other $p < 0.0001$, $\alpha\beta$ T cells: WT vs EGFR $\Delta Egr2$ Ruxo $p = 0.0429$, WT Ruxo vs EGFR $\Delta Egr2$ Ruxo $p = 0.0191$, other $p < 0.0001$, CD11b/Ly6G $^{+}$ /Ly6C ^{int} : all p values < 0.0001) as indicated (H). Data is presented in $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$ by one-way ANOVA with Tukey's posthoc correction, $n \geq 3$.

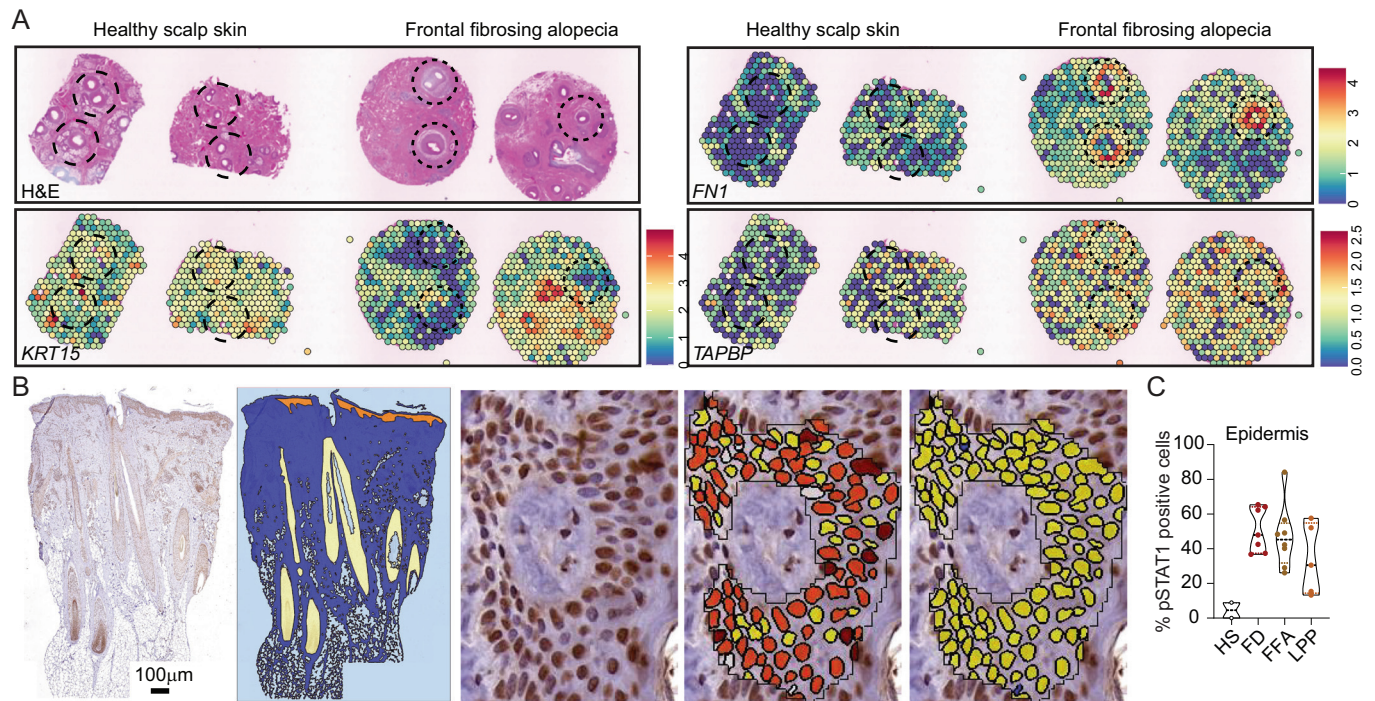

Figure EV5. Key features of scarring alopecia in spatial transcriptomics and quantification of phosphorylated STAT1 in human clinical samples.

(A) Spatial transcriptomic feature plots of the indicated genes superimposed on the corresponding H&E images. The H&E image is also available at Fig. 6C. Dataset from Cohen et al (Data ref: Cohen et al, 2024). (B) Nuclear staining intensity was quantified using definens software as indicated. Hair follicles (yellow area) and epidermis (orange area) were separately analyzed. Medium intensity is shown in red. (C) Quantification of pSTAT1 staining intensity in the epidermis, $n \geq 2$.

How the deposited data were processed for this re-analysis (not part of the article)

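RNA was measured in HFSCs sorted from the epidermis of 6 mice of 1 month, 3 WT littermates and 3 EGFR ΔEgr2 mice, with 1 library per mouse and no pooling. The deposited values are estimated counts, which the authors made with kallisto from paired-end reads against mm10 and summed to gene symbols in whole numbers. Neither the kallisto version nor the transcript release is stated. The counts are not scaled between libraries. The libraries hold similar depth, as given beside the first result, and 10 genes took 6.94% to 8.22% of the counts of each library. The file has 35806 gene symbols, of which 35736 matched a GENCODE gene of the same name, and genomic positions are from that annotation. Genes that overlap or have close paralogs can share reads, and kallisto divides such reads by a model, so such values can be uncertain. Overlap was judged from whole gene spans on either strand, introns included, so whether reads were shared was not tested. Of the called genes named in the text, these overlap another coding gene: *Agpat1*, *Atp5o*, *Bcl2l15*, *Bmp6*, *Bop1*, *Ccer2*, *Elovl3*, *Erap1*, *Far2*, *Foxm1*, *Gli1*, *Hspd1*, *Hspe1*, *Il11ra1*, *Nfkb2*, *Parp9*, *Pias3*, *Prlr*, *Psmb9*, *Rpn2*, *Stat3*, *Stra6*, *Tap1*, *Tapbp* and *Tk1*.
Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and genotypes were compared with the quasi-likelihood F test without covariates. P-values were adjusted by Benjamini-Hochberg over the 14894 tested genes, and a gene was called at an adjusted p under 0.05. Standard errors are those of the fitted log2 fold change. CPM values use TMM library sizes. A gene with no count in a group is compared with a floor of 3 counts over the 3 libraries of that group together. Both tools were tested on simulated data with 200 changed genes, drawn from those with a mean of at least 5 CPM. DESeq2 recovered 78 of 100 genes changed 2-fold and 92 of 100 changed 4-fold, with 138 false calls, against 9 with edgeR. A simulated list with raised genes gave a camera p of 1.76e-12 and an unchanged list 0.235. The simulated genes varied independently, so this does not test the preset correlation of camera.
Lists of genes were written before the data were examined, as were the tests and most alternatives. The paper had been read by then, and several lists share genes with its figures, so these lists are not independent of its results. Each of the 43 lists was tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, adjusted over the lists. By this test 17 lists rose and 5 fell. With a correlation estimated from the data none passed, the lowest adjusted p being 0.205, so each list result is printed with both. Numbers adjusted over the list alone correct for the genes of that list only. Principal components used the 500 most variable genes on log2 CPM.
Genes were named by a rule: those the paper names or labels, whose directions in the paper had been seen; in each direction the 10 largest changes among called genes with a mean of at least 5 CPM and no overlap between genotypes; and up to 4 members of each list with the smallest adjusted p. Further called members of the lists were named after their values were seen.
Alternatives were RLE and upper quartile factors, library size alone, DESeq2 1.42.0 with a local dispersion fit, no filter on low counts, at least 10 counts in every library, the replicate number as a factor, and each library left out in turn. For lists, an estimated correlation and fry were tried, and for principal components all tested genes and the variance stabilizing transformation. The sex of the mice as a covariate and the removal of cell type marker genes were added after the data were seen. Independent Hypothesis Weighting, which the paper used with DESeq2, was not available, and the DoRothEA, PROGENy and WikiPathways sets were not available either, so those scores were not recomputed. The real-time PCR, imaging and flow cytometry of the paper have no deposited counts and were left out.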

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

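The tests of sebaceous and fibroblast RNA, of sex and of MHC class II given here and in the other observations were chosen after the results were seen. The gene lists were fixed earlier. Each of the 4 results below is a difference between EGFR ΔEgr2 and WT HFSCs in a list of genes that the paper does not discuss as such. Its regulon analysis does bear on 2 of them, with a positive score for *Myc* and negative scores for *Clock* and Bmal1 (*Arntl*).
Of 30 tested genes of a list that joins *Myc* targets with the making of ribosomes, 9 were higher and none lower with edgeR (21 higher when adjusted over the list alone, adjusted p = 4.29e-09 from camera, adjusted p = 0.205 with an estimated correlation). These 9 were *Fbl*, *Srm*, *Cad*, *Hspe1*, *Ran*, *Bop1*, *Nolc1*, *Hspd1* and *Nop16*, and not all of them serve ribosomes. DESeq2 called 21 higher, and the count ranged from 0 without EGFR ΔEgr2 replicate 3 to 13 without WT replicate 1. *Fbl* rose by 0.85 (standard error 0.13, adjusted p = 0.00850) on the log2 scale and *Srm* by 0.79 (standard error 0.15, adjusted p = 0.0221), while *Myc* itself did not pass. *Hspd1* and *Hspe1* overlap in the annotation.
Of 23 tested genes of stressed and inflamed keratinocytes, 8 were higher and none lower, *Lcn2*, *Sprr2d*, *Krt16*, *Krt6a*, *Krt17*, *S100a9*, *Chil1* and *Sprr2b* (11 higher when adjusted over the list alone, adjusted p = 2.05e-08 from camera, adjusted p = 0.251 with an estimated correlation). The count ranged from 2 without EGFR ΔEgr2 replicate 3 to 13 without WT replicate 1 and was 4 with at least 10 counts in every library. *Krt6a* was at 1.69 (standard error 0.28, adjusted p = 0.0121), *Krt17* at 1.60 (standard error 0.32, adjusted p = 0.0258) and *Krt16* at 4.08 (standard error 0.66, adjusted p = 0.0107). *Krt6a* and *Krt16* are also on the list of the outer root sheath, and *Krt17* is on that of the upper follicle. *Sprr2d* was at least 175-fold and *Sprr2b* at least 46.4-fold higher against the floor of 3 counts over the WT libraries. The Sprr2 genes and these keratins belong to families of close paralogs, so single values are uncertain.
Of 16 tested clock genes, 4 were lower, *Bhlhe41*, *Cry1*, *Cry2* and *Hlf*, and *Bhlhe40* was higher (1 higher and 5 lower when adjusted over the list alone, adjusted p = 0.00164 from camera, adjusted p = 0.230 with an estimated correlation, adjusted p = 0.0119 with fry). *Bhlhe41* fell by 1.57 (standard error 0.20, adjusted p = 0.00439) on the log2 scale and *Cry1* by 1.57 (standard error 0.24, adjusted p = 0.00899), *Cry2* was at -0.77 (adjusted p = 0.0142) and *Hlf* at -1.15 (adjusted p = 0.0148). The count of clock genes lower was 7 with DESeq2 and 2 to 4 with 1 library left out, and *Bhlhe40* lost its call without WT replicate 2 or WT replicate 3 or EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3. The hour at which each mouse was taken is not given, so no explanation was tested.
Of 8 tested genes of sebaceous gland cells, 3 were lower, *Elovl3*, *Fa2h* and *Far2* (7 lower when adjusted over the list alone, adjusted p = 3.80e-04 from camera, adjusted p = 0.407 with an estimated correlation, adjusted p = 0.0893 with fry), with a median log2 fold change of -3.27. One explanation is RNA from sebaceous gland cells in the WT libraries, in amounts that differ between mice. The gate on CD34 would leave such cells out. Among the WT libraries, all 8 markers were lowest in replicate 1, and 6 of the 8 ranked these libraries in one order. That order was picked as the most common one among these markers, which need not vary independently. The 16.7% that chance gives an order set in advance is therefore no fair reference. *Scd1*, the most abundant, had 72.5, 1282 and 223 CPM in WT replicates 1, 2 and 3 and 61.4 to 87.2 CPM in EGFR ΔEgr2 libraries. Of the 327 genes lower in the whole comparison, 72 share that order, against 2583 of the other 14567 tested genes. Of the 10 largest falls 6 do, but 3 of these are the markers *Elovl3*, *Fa2h* and *Far2* themselves. The other explanation is lower expression of sebaceous genes in EGFR ΔEgr2 cells. Against the lowest WT library the median log2 ratio of the EGFR ΔEgr2 mean was -0.864, with a range of -2.62 to 1.38 over the markers, so this cannot be told apart from the first. With sex as a covariate the median log2 fold change was -2.07, against -3.27 without, the median standard error 0.956 against 0.860, and the 3 calls ended, the lowest adjusted p being 0.0551. With it the fold of each of the 3 was smaller, and the standard error was wider for *Fa2h* only. No marker is in another list, and all 8 had a mean above 1 CPM in WT. The count of markers lower was 6 without WT replicate 1, 1 without WT replicate 2 or 3, and 0 without any 1 EGFR ΔEgr2 library.
Of the 25 called genes of these 4 lists, 4 held their call with any 1 library left out (*Bhlhe41*, *Cry1*, *Lcn2* and *Sprr2d*), and 0, 14 and 16 calls ended without WT replicates 1, 2 and 3 and 17, 14 and 21 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.203).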

How the results depend on the processing

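The sex covariate and the removal of marker genes were chosen after the data were seen, and the cause of the changes below was not tested unless the setting itself gives it, as with fewer libraries. Of 204 tested genes named in the text, 151 were called, and 55 kept the call under every alternative. None of the called genes changed sign. Signs of uncalled genes changed 23 times and directions of uncalled lists 19 times.
DESeq2 called 1389 genes higher, 1215 lower and 795 over 2-fold, and 827 of the 840 genes called by edgeR were among them. It called 19 DNA replication genes, 16 interferon genes, 14 MHC class I genes, 15 TNF genes, 7 activation genes, 7 apoptosis genes and 10 fibrosis genes higher, and 8 quiescence and 6 sebaceous genes lower. Without a filter on low counts there were 14 MHC class I and 14 TNF genes higher and 5 sebaceous genes lower. With at least 10 counts in every library these were 12 TNF genes and 1 sebaceous gene. With sex as a covariate 5 quiescence genes were lower, 12 TNF genes higher and 0 sebaceous genes lower (1 or more sebaceous genes were lower under each other setting that kept all 6 libraries). RLE, upper quartile and library size scaling left these counts within 1.5 times, and shared 821, 803 and 727 of the 840 genes.
The labels do not pair the mice. Correlations of deviations between libraries of the same number were 0.128, 0.0971 and 0.0372, all positive, and those of the 6 unlike pairs ranged from -0.137 to 0.0500. WT replicate 3 correlated best with EGFR ΔEgr2 replicate 2, so the numbers were not taken as pairs. With the replicate block there were 727 genes higher, 435 lower and 505 over 2-fold, with 14 MHC class I, 13 TNF, 14 oxidative phosphorylation, 7 cytokine genes, 9 translation factors and 4 TGF-beta genes higher. The MHC class II list (adjusted p = 0.0484) and the immune list (adjusted p = 0.0426) passed downward with it.
Leaving out 1 library moved most counts, and fewer libraries give less power. The lowest counts came without EGFR ΔEgr2 replicate 3, alone or tied, and the highest without WT replicate 1: genes higher 120 to 875, genes lower 58 to 447, over 2-fold 157 to 598, mitosis 13 to 29, DNA replication 7 to 14, quiescence 1 to 3, activation 1 to 6, interferon 4 to 15, receptors 4 to 12, MHC class I 2 to 12, immunoproteasome 1 to 5, TNF 3 to 12, apoptosis 1 to 4, fibrosis 3 to 5 and sebaceous 0 to 6. Of the 840 called genes, 769 were shared without WT replicate 1 and 178 without EGFR ΔEgr2 replicate 3.
With an estimated correlation 0 of the 22 lists passed, and with fry 14 of the 22 passed, 8 did not and 5 others did. List counts without 1 library were 21 to 25. The first component held 33.9% over all tested genes, 63.3% after variance stabilization and 38.5% to 51.9% without 1 library. The genotypes lay apart on it in both settings with 6 libraries.
In 10 splits of the libraries, too few for a share under 0.05, the real split gave 513 genes higher, 327 lower and 426 over 2-fold against at most 3 in any other, and 22 lists against 22. The other split with 22 lists, WT replicate 1 with EGFR ΔEgr2 replicates 1 and 3, follows the sex of the mice by Y-linked genes. With sex as a covariate 22 lists passed.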

Differences from the paper's values

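Values of the volcano plot were read by eye, and labels were matched to points by eye too. The paper states no threshold for its count of genes. For *Fcgbp* the paper's log2 fold change is about 2.4 in Fig. EV2B, read by eye, and the value here is 2.68. Of the 13 alternatives set before the data were examined, those without WT replicate 2, WT replicate 3 or EGFR ΔEgr2 replicate 3 came within the error and the other 10 did not (2.50 to 2.89 over all). For *Limch1* the paper's value is about 4.6 in Fig. EV2B, read by eye, and the value here 3.64 (3.4 to 3.89 over the 13, none within the error). For *Synpo2* the paper's value is about -3.1 in Fig. EV2B, read by eye, and the value here -2.03 (-2.22 to -1.87, none within the error). For *Egfr* the paper's -log10 of the adjusted p is about 33 in Fig. EV2B, read by eye, and the value here 3.65. The axis there is labelled as adjusted and the legend says p-value, and the unadjusted p here was 2.91e-08. The alternatives gave 2.42 to 83.7, the highest with DESeq2, and none came within 1.5 times.
The legend of Fig. 3B gives p-values for 28 genes. For the figure as a whole it names an unpaired t-test or a one-way ANOVA, without saying which gave these. The Methods assign the t-test to comparisons of a pair of groups. The legend's Il31ra1 was read as *Il13ra1*, the label in the figure. Here 26 were tested and 22 called, and 25 had an unadjusted p under 0.05. *Il10rb* (0.51, adjusted p = 0.121) was called by DESeq2 alone. *H2-Q4* was called by DESeq2, without a filter, with at least 10 counts, with the replicate block and without WT replicate 1. *H2-M3* (1.37, adjusted p = 0.320) and *Rpn1* (0.30, adjusted p = 0.199) were called under no setting, and *Ifi214* and *Ifi47*, below the filter, were called under none that tested them.
The heatmaps of Figs. 2C and 3B show selected differentially expressed genes. In Fig. 2C, 19 of 35 were called here with edgeR, and 28 with DESeq2. DESeq2 also called *Cdca4*, *Foxk1* and *Nfatc1* and no other setting did. *Kif11* was called by DESeq2, without a filter, with at least 10 counts, with the block and without WT replicate 2 or 3, *Ldha* and *Fzd3* by DESeq2, with the block and without WT replicate 1, and *Ccnb1* with the block and without WT replicate 2. *Wnt3a* was called by DESeq2, without WT replicate 1 and with the sex covariate, which was chosen after seeing the values and left 6 of the legend's 26 tested genes uncalled, against 4 without it, *Wnt5a* by DESeq2 and without WT replicate 1, and *Fzd10* by DESeq2 and with at least 10 counts. *Foxk2*, *Wnt10b*, *Wnt4*, *Ctnnb1*, *Foxp1* and *Tbx1* were called under no setting. In Fig. 3B, *Stat1*, *Stat5a* and *Ifngr1* were called by DESeq2 alone, *Ifnar2* without WT replicate 1, and *B2m* with the block and without WT replicate 1. *H2-D1* was called with library size scaling, by DESeq2, without a filter, with at least 10 counts, with the block, without WT replicate 1 or EGFR ΔEgr2 replicate 2, and with the sex covariate. *Jak1*, *Jak2*, *Jak3*, *Tyk2*, *Stat5b*, *Ifnar1*, *H2-Q10* and *Nlrc3* were called under no setting, and *Stat4* was below the filter.
The paper describes MHC class II transcripts as higher in EGFR ΔEgr2 HFSCs. It also reports more class II protein on these cells by flow cytometry (Fig. 3D), which counts of RNA do not measure. Here none of the 8 tested class II genes was called by edgeR or DESeq2, none had an unadjusted p under 0.05, and all 8 had negative log2 fold changes. Their sum followed 5 immune cell genes over the libraries (Pearson's r = 0.993), so these folds need not be those of HFSCs, and a rise in HFSCs could be hidden. The genes *H2-K1*, *Tap1*, *Tap2* and *Nlrc5* of MHC class I and its pathway, which the paper names beside them, were higher.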

Other observations

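The lists of glycolysis, oxidative phosphorylation, translation factors and ribosomal proteins passed in camera and not with fry. The libraries themselves differ by genotype: mitochondrial genes held 1.48% to 1.59% of the counts in WT and 1.77% to 2.11% in EGFR ΔEgr2 libraries, and 15705 to 16213 genes had a count in WT against 16559 to 17770. Of 17 genes of glycolysis, 5 were higher, *Pgam1*, *Eno1*, *Pgk1*, *Pfkfb3* and *Pkm*, and *Hk2* was lower (10 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00586 from camera, adjusted p = 0.447 with an estimated correlation, adjusted p = 0.0517 with fry). The count of those higher ranged from 1 without WT replicate 3 or EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 7 without WT replicate 1 and was 10 with DESeq2. *Pgam1* was at 0.84 (standard error 0.11, adjusted p = 0.00529) and *Hk2* at -1.13 (standard error 0.14, adjusted p = 0.00439) in edgeR's test. Of 73 genes of oxidative phosphorylation, 4 were higher, *Atp5o*, *Cox5b*, *Atp5b* and *Atp5g1* (12 when adjusted over the list alone, adjusted p = 1.83e-07 from camera, adjusted p = 0.447 with an estimated correlation, adjusted p = 0.0567 with fry), with a median of 0.27. This count was 21 without WT replicate 1 and 0 without any other 1 library, 26 with DESeq2, 11 without a filter on low counts, 9 with at least 10 counts in every library and 5 with sex as a covariate. Of 37 translation factors, 4 were higher, *Eef1g*, *Pabpc1*, *Eif3c* and *Eif4g1* (10 when adjusted over the list alone, adjusted p = 8.38e-05 from camera, adjusted p = 0.447 with an estimated correlation, adjusted p = 0.0528 with fry). That count ranged from 0 without WT replicate 3 or EGFR ΔEgr2 replicate 1 or EGFR ΔEgr2 replicate 3 to 13 without WT replicate 1 and was 16 with DESeq2 and 7 with sex as a covariate. Of 80 ribosomal protein genes none was called by edgeR, 37 had an unadjusted p under 0.05, DESeq2 called 25 higher, and 79 had a positive log2 fold change (adjusted p = 3.60e-10 from camera, adjusted p = 0.573 with an estimated correlation, adjusted p = 0.153 with fry). Of 23 genes of sterol synthesis none was called by edgeR, 4 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 1 lower (adjusted p = 0.525 from camera, adjusted p = 0.841 with an estimated correlation). Of 21 glycerolipid genes *Agpat1* was higher (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.570 from camera, adjusted p = 0.841 with an estimated correlation).
The first enzymes of complement rose. Of 14 complement genes, 3 were higher, *C1s1*, *C1ra* and *Serping1*, the last their inhibitor, and none was lower (3 higher and 2 lower when adjusted over the list alone). *C1s1* was at 2.99 (standard error 0.29, adjusted p = 0.00269) and *C1ra* at 2.17 (standard error 0.22, adjusted p = 0.00289). The list had a median of -0.15, a mean of 0.39 and an upward direction in camera (adjusted p = 0.738 from camera, adjusted p = 0.841 with an estimated correlation). For the surface proteins that the paper reports as reduced, *Cd55* was at -0.58 (standard error 0.18, adjusted p = 0.0984) and *Cd200* at 0.50 (standard error 0.20, adjusted p = 0.200), and DESeq2 called *Cd55* lower (adjusted p = 0.00751) and *Cd200* higher (adjusted p = 0.0472). Over the alternatives the adjusted p ranged from 0.00751 to 0.266 for *Cd55* and from 0.0472 to 0.539 for *Cd200*.
Lists of other cell types were tested to look for RNA from outside the gate. Upper follicle: 3 of 9 higher, *Klk10*, *Postn* and *Krt17* (adjusted p = 0.116 from camera, adjusted p = 0.403 with an estimated correlation, adjusted p = 0.0237 upward with fry, adjusted p = 0.0392 from camera without EGFR ΔEgr2 replicate 2). Outer root sheath: 2 of 8 higher, *Krt16* and *Krt6a* (adjusted p = 0.0839 from camera, adjusted p = 0.528 with an estimated correlation, adjusted p = 0.0437 from camera without EGFR ΔEgr2 replicate 2). Hair lineage: *Lef1* higher and *Tchh* lower of 13, with a mean of 0.25, a median of -0.17 and a downward direction (adjusted p = 0.914 from camera, adjusted p = 0.947 with an estimated correlation). Fibroblasts: *Dpt* higher of 12, at least 103-fold against the floor of 3 counts over the WT libraries (adjusted p = 0.0160 from camera, adjusted p = 0.568 with an estimated correlation). Melanocytes: *Mitf* lower of 5 (adjusted p = 0.369 from camera, adjusted p = 0.797 with an estimated correlation). Merkel cells: *Piezo2* lower of 3 (adjusted p = 0.00205 from camera, adjusted p = 0.230 with an estimated correlation). With DESeq2 there were 4 upper follicle, 4 outer root sheath, 2 hair lineage and 2 fibroblast genes higher, and 1 upper follicle and 2 hair lineage genes lower. With edgeR none was called of 17 immune genes (1 with an unadjusted p under 0.05, 1 lower with DESeq2, adjusted p = 0.222 from camera, adjusted p = 0.767 with an estimated correlation, adjusted p = 0.00963 from camera without WT replicate 1, downward), of 13 interfollicular genes (5, 1 higher and 2 lower, adjusted p = 0.762 from camera, adjusted p = 0.930 with an estimated correlation, adjusted p = 0.0258 from camera without WT replicate 3, downward), of 6 endothelial genes (0 and 0, adjusted p = 0.669 from camera, adjusted p = 0.841 with an estimated correlation), of 4 genes of muscle, fat and blood (0 and 0, adjusted p = 0.948 from camera, adjusted p = 0.968 with an estimated correlation), of 17 genes of dissociation stress (1 and 1 lower, adjusted p = 0.379 from camera, adjusted p = 0.841 with an estimated correlation, adjusted p = 1.86e-04 from camera with sex as a covariate, downward) and of 4 Y-linked genes (0 and 0, adjusted p = 0.333 from camera, adjusted p = 0.797 with an estimated correlation, adjusted p = 0.0414 from camera without EGFR ΔEgr2 replicate 2). Y-linked genes were expressed in 2 WT and 1 EGFR ΔEgr2 libraries.
The tests of the next patterns were chosen after the results were seen. MHC class II transcripts differed between libraries of both genotypes. RNA from Langerhans or other immune cells in the sorted cells is a candidate source: the class II sum followed 5 immune cell genes with a Spearman rho of 0.943. Of these, *Cd207* had 0.758, 29.0 and 14.9 CPM in WT and 0, 3.38 and 8.83 CPM in EGFR ΔEgr2 libraries. The gate on CD45 would remove such cells. None of these 5 genes is in more than 1 of the gene lists. For higher MHC class II expression in EGFR ΔEgr2 HFSCs, the EGFR ΔEgr2 library was higher in 3 of 9 pairs with a WT library, which leaves open a rise hidden under such RNA.
*Col12a1*, *Fn1*, *Tnc* and *Postn* were higher in EGFR ΔEgr2 HFSCs. RNA from dermal fibroblasts in the EGFR ΔEgr2 libraries was tested on the assumption that it brings *Col1a1*, *Col1a2* and *Col3a1* in at least equal amounts. These collagens rose by 215 CPM and the 4 genes by 2311 CPM, a ratio of 0.0931 (0.00179 to 0.185 over the EGFR ΔEgr2 libraries), but no fibroblast profile was measured, so a smaller rise decides nothing. *Dpt*, the fibroblast list in camera and the positive folds of all 3 collagens go with this source, and the fibroblast list did not pass with fry (adjusted p = 0.0723), with at least 10 counts in every library (0.194) or without WT replicate 1 (0.0989), WT replicate 3 (0.115) or EGFR ΔEgr2 replicate 1 (0.0858). The epidermis was taken off the dermis before the sort, and the gate on CD34 without CD45 or Sca-I was set for HFSCs. This source stays open. All 3 collagens are also in another list. The sex of the mice was tested as a covariate, and 4 of the 4 genes passed with it, with folds within 1.08 times of those without. Also open is whether the cells of the gate changed in type or in expression, which these data did not test.
Of the 23 called genes of the lists in this part that are named nowhere else, 6 held their call with any 1 library left out (*Pgam1*, *Hk2*, *C1s1*, *C1ra*, *Klk10* and *Tchh*), and 2, 12 and 14 calls ended without WT replicates 1, 2 and 3 and 15, 12 and 17 without EGFR ΔEgr2 replicates 1, 2 and 3 (adjusted p up to 0.207).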
